# Efficient homing of antibody-secreting cells to the bone marrow requires RNA-binding protein ZFP36L1

**DOI:** 10.1084/jem.20200504

**Published:** 2020-12-11

**Authors:** Alexander Saveliev, Sarah E. Bell, Martin Turner

## Abstract

Cell migration relies on coordinated activity of chemotactic and guidance receptors. Here, we report a specific role for the RNA-binding protein ZFP36L1 in limiting the abundance of molecules involved in the homing of antibody-secreting cells (ASCs) to the bone marrow (BM). In the absence of ZFP36L1, ASCs build up in the spleen and the liver and show diminished accumulation in the BM. ZFP36L1 facilitates migration by directly regulating G protein–coupled receptor kinase 2 (GRK2) and the integrin chains α4 and β1 in splenic ASCs. Expression of CXCR4 and of the integrins α4 and β1 is differentially regulated on ASCs produced at the early and late stages of the immune response. Consequently, deletion of the *Zfp36l1* gene has a stronger effect on BM accumulation of high-affinity ASCs formed late in the response. Thus, ZFP36L1 is an integral part of the regulatory network controlling gene expression during ASC homing.

## Introduction

Long-term humoral immunity is derived from the generation and persistence of memory B cells and antibody-secreting cells (ASCs) following infection. It is generally accepted that long-lived ASCs are formed in secondary lymphoid organs from B cells after they undergo affinity maturation of Igs in germinal centers (GCs; Victora and Nussenzweig, 2012; Suan et al., 2017; Nutt et al., 2015; Shlomchik and Weisel, 2012). Newly generated ASCs then migrate to the bone marrow (BM), where ASC survival and function are sustained for extended periods of time (Slifka et al., 1998; Manz et al., 1997). Understanding the mechanisms regulating ASC homing is thus important for improving vaccine efficacy and immunity.

Egress of ASCs from the spleen depends on the action of the chemokine CXCL12 and its receptor CXCR4, as well as sphingosine-1-phosphate (S1P) and its receptor S1PR1 (Hargreaves et al., 2001; Kabashima et al., 2006; Lu and Cyster, 2019). Once in the blood, ASC homing to the BM is guided primarily by the CXCL12/CXCR4 pair (Hauser et al., 2002; Bowman et al., 2002; Luther et al., 2002). The integrin dimer α4β1 activated by CXCR4 signaling mediates rolling, firm adhesion, and arrest on the fenestrated endothelium lining BM sinusoids (Chan et al., 2001; Peled et al., 2000; Grabovsky et al., 2000). Recently, it was shown that reduced activation of the integrin β1 on early ASCs in mice deficient for the cochaperone Mzb1 was associated with their impaired trafficking to the BM (Andreani et al., 2018). While another integrin dimer, α4β7, is mainly thought of as an adhesion molecule directing migration of lymphocytes to the intestine, antibody-blocking and genetic experiments also suggest a role for this integrin in BM homing (Katayama et al., 2004; Murakami et al., 2016).

It is known that the adhesive properties of integrins must be precisely regulated (Bouvard et al., 2013) and that excessive surface abundance of integrins, or their abnormal activation, can inhibit rather than promote chemokine-induced migration (Imai et al., 2008; Lu and Cyster, 2002). In this way, the defective accumulation of ASCs lacking the tyrosine phosphatase SHP1 (encoded by *Ptpn6*) in the BM of mice has been linked to aberrant activation of the integrin α4β1 (Li et al., 2014), while impaired de-adhesion of α4β7 has been reported to affect migration of lymphocytes to the gut (Park et al., 2007). Dynamic modulation of S1PR1 and CXCR4 activity is also known to be critical for the migration and survival of ASCs (Arnon et al., 2011; Biajoux et al., 2016). While signaling pathways mediate acute responses to adhesive and chemotactic cues, transcription factor–mediated control of mRNA abundance is thought to be the principal mechanism by which ASCs reprogram their adhesive and chemotactic properties.

Transcription factors such as BLIMP1, c-Myb, and KLF2 couple differentiation to adhesion and migration (Minnich et al., 2016; Winkelmann et al., 2011; Good-Jacobson et al., 2015). However, the rapid and transient repression of gene expression or the localized translation that would enable complex cell behavior is not well suited to transcriptional regulation. Hence, posttranscriptional control of gene expression is increasingly recognized as having an essential contribution to the differentiation, migration, and longevity of ASCs (Corcoran and Tarlinton, 2016; Khodadadi et al., 2019). MicroRNA-mediated regulation appears to be a common feature of these processes (Porstner et al., 2015; Lu et al., 2014; Vigorito et al., 2007; Basso et al., 2012). In particular, mir-17-92 has been shown to directly control ASC homing to the BM by targeting the 3′ untranslated region (3′ UTR) of S1PR1 mRNA (Xu et al., 2015). In contrast, roles for RNA-binding proteins in ASC trafficking and survival have yet to be identified.

ZFP36L1 is a member of the ZFP36 family of RNA-binding proteins that can interact with AU-rich elements in the 3′ UTR of mRNA and attenuate expression of the corresponding genes (Brooks and Blackshear, 2013). In lymphocytes, it has been shown to play redundant roles with its paralogue ZFP36L2 in developing T and B cells (Hodson et al., 2010; Galloway et al., 2016; Vogel et al., 2016). More recently, ZFP36L1 was demonstrated to have an indispensable function in maintaining the population of marginal zone (MZ) B cells (Newman et al., 2017). The roles of ZFP36L1 in the GC response and immunological memory are unknown. Here, we report a specific requirement for ZFP36L1 in the BM homing of ASCs. By limiting the expression of key molecules mediating migration, ZFP36L1 facilitates unimpeded transition of ASCs from secondary lymphoid organs to their survival niche in the BM, thereby promoting the establishment of long-term ASCs.

## Results

### ZFP36L1 in B cells determines the numbers of BM ASCs

To identify a role for ZFP36L1 in B cells during humoral immune responses, we used mice with B cell–specific deletion of a conditional *Zfp36l1* allele (*Zfp36l1*^*fl*^; Newman et al., 2017). At 14 and 21 d following immunization with alum-precipitated 4-hydroxy-5-nitrophenylacetyl (NP) conjugated to KLH, *Zfp36l1^fl/fl^ CD79a^+/+^* (control) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (Zfp36l1 conditional KO [Zfp36l1 cKO]) mice had similar numbers of NP-binding IgG1^+^ GC B cells in the spleen (Fig. S1, A and B). The affinity maturation of NP-reactive IgG1 antibody, as determined by the ratio of serum antibody with high affinity to antibody with all affinities, was evident early in the immune response and indistinguishable between Zfp36l1 cKO and control mice (Fig. S1 C). Furthermore, the number of NP-2–binding (high affinity) IgG1-secreting ASCs, as enumerated by ELISPOT, was slightly increased in the spleens of the *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice compared with that of *Zfp36l1^fl/fl^ CD79a^+/+^* mice (Fig. 1 A). This was also true for ASCs secreting NP-reactive antibody irrespective of affinity (Fig. S1 D). Thus, the GC response in the spleen shows no impairment when ZFP36L1 is absent from B cells. Despite this, the frequency of NP-specific ASCs in the BM of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice did not reach the level observed in *Zfp36l1^fl/fl^ CD79a^+/+^* mice (Fig. 1, B and C), resulting in a modest decrease of NP-specific antibody in serum (Fig. S1, E and F). Failure by serum antibody titers to closely follow the reduction in the ASC numbers is not unprecedented (Takahashi et al., 1998; Holl et al., 2011) and probably reflects the high productivity of ASCs (Hibi and Dosch, 1986; Taubenheim et al., 2012) and variability in Ig production by individual cells. In summary, while the initial stages of ASC differentiation in the spleen take place independently of ZFP36L1, it is required for their accumulation in the BM. This could reflect a role for ZFP36L1 in the migration of ASCs to the BM and in their subsequent survival.

**Figure S1.**
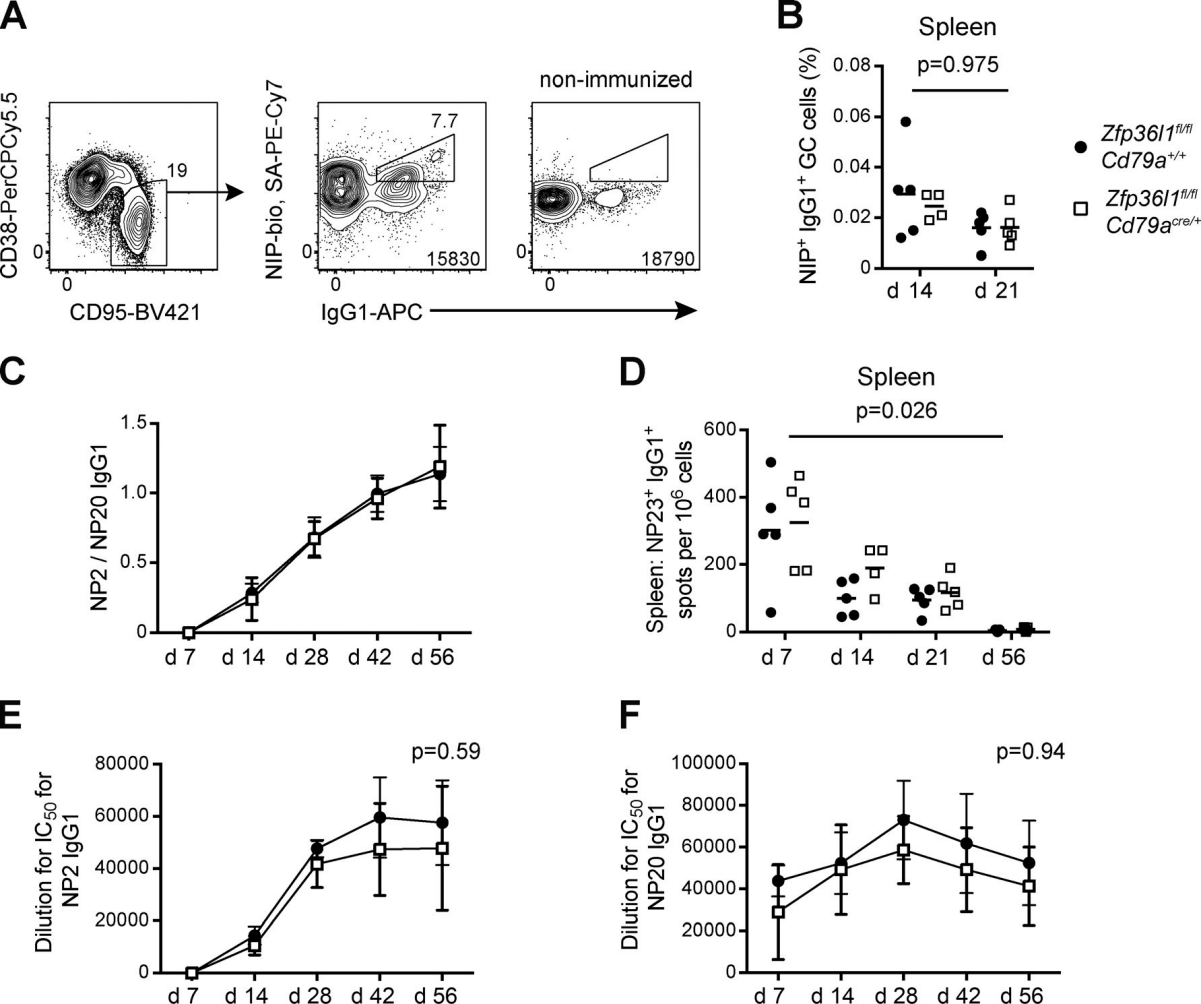
**The GC reaction is not affected in the absence of ZFP36L1 in B cells.** **(A)** Representative flow cytometry plots used for detection of NP-specific GC B cells; surface NIP^+^, IgG1^+^ cells (middle plot) were identified in the population of CD95^+^CD38^low^ GC cells (left plot, pregated on eFluor780^−^IgM^−^IgD^−^CD90.2^−^ cells), and the absence of such NIP^+^, IgG1^+^ cells was confirmed in a nonimmunized mouse (right plot). **(B)** Frequency of surface NIP^+^IgG1^+^ GC cells in the spleens *of Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice at days 14 and 21 after immunization; the number of surface NIP^+^IgG1^+^ GC cells in the spleen is normalized to the number of all live CD19^+^ cells (*n* ≥ 4; two-way ANOVA on logarithmically transformed data; the P value shown is for the main genotype effect). For all plots in all panels, each symbol represents data from an individual mouse, and lines represent means. Data are representative of two independent experiments. **(C)** Ratio of anti-NP_2_ IgG1 to anti-NP_20_ IgG1 (NP_2_/NP_20_) antibody in the serum of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice measured by ELISA at various time points after immunization with NP-KLH in alum. **(D)** ELISPOT analysis of NP-specific ASCs in *Zfp36l1^fl/fl^ CD79a^+/+^* and *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice. Enumeration of ASCs secreting anti-NP_23_ (high and low affinity) IgG1 antibody in the spleen (*n* ≥ 4; two-way ANOVA on logarithmically transformed data; the P value shown is for the main genotype effect). **(E and F)** Titers of anti-NP_2_ IgG1 (E) and anti-NP_20_ IgG1 (F) antibody in the serum of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice (each data point is a mean ± SD of dilution for a 50% inhibitory concentration for *n* = 5 mice for each genotype; two-way ANOVA on logarithmically transformed data with Sidak’s correction for multiple testing; the P value shown is for the genotype effect for day 56). For all flow cytometry plots, the numbers next to the enclosed areas (gates) represent percentages of the cells falling into the gate, and the number in the bottom right corner shows the number of cells in the plot. SA, streptavidin; PE, R-phycoerythrin.

**Figure 1.**
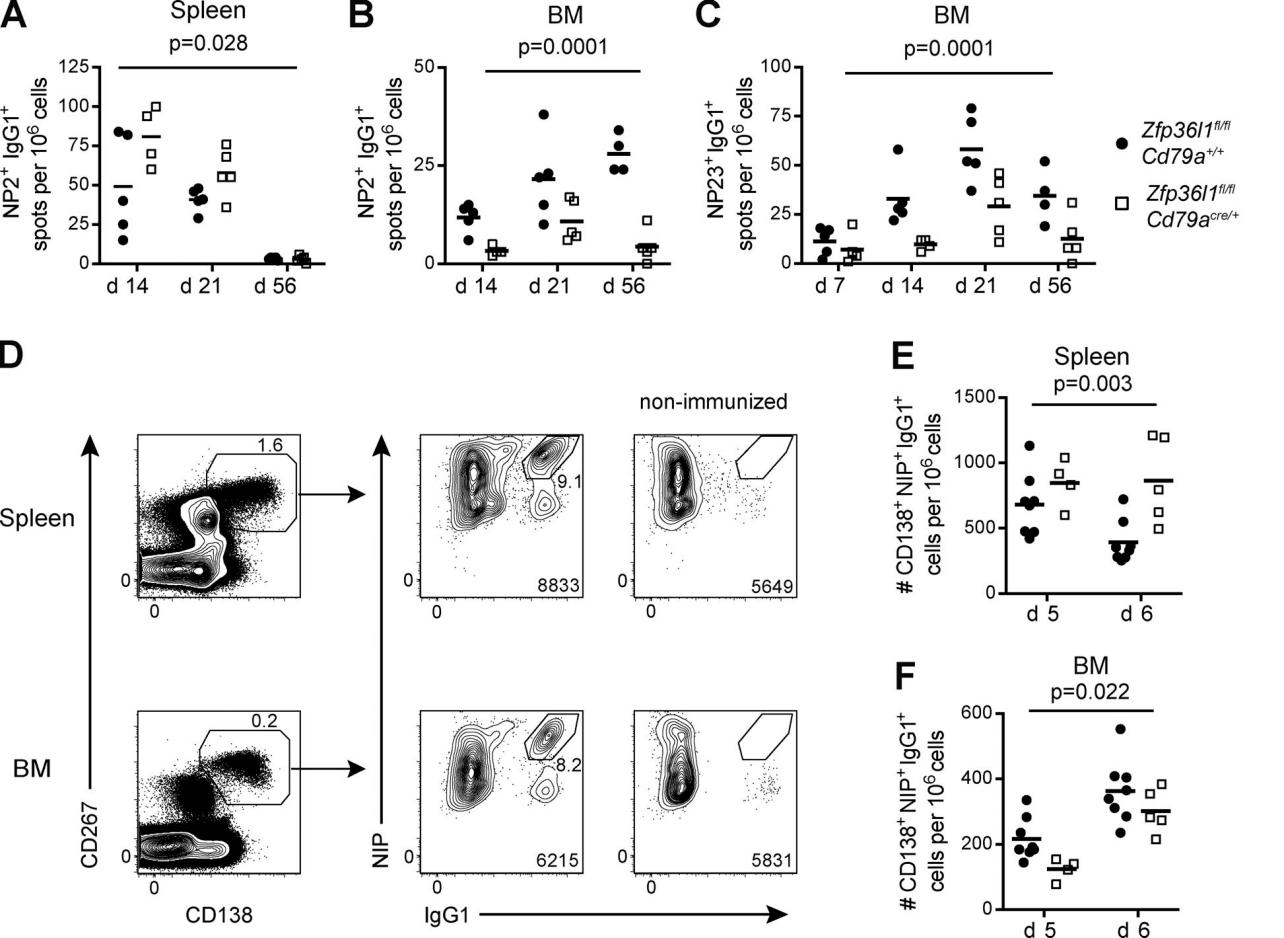
**Accumulation of Ag-specific ASCs in the BM but not their generation in the spleen is impaired after both primary immunization and reimmunization in *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice.** **(A–C)** ELISPOT analysis of NP-specific ASCs in *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice. Enumeration of ASCs secreting anti-NP_2_ (high affinity) IgG1 antibody in the spleen (A) and BM (B) and of ASCs secreting anti-NP_23_ (high and low affinity) IgG1 antibody in the BM (C). For all plots in all panels, each symbol displays data from an individual mouse, lines represent means, and data are representative of two independent experiments for day 14 (*n* ≥ 4; two-way ANOVA on logarithmically transformed data; the P values shown are for the main genotype effect). **(D)** Representative flow cytometry plots showing intracellular staining with IgG1 antibody and NIP-BSA-biotin to identify NP-specific ASCs in the spleen (three top plots) and the BM (three bottom plots); intracellular NIP^hi^, IgG1^hi^ cells (middle plots) were identified in the population of all CD138^+^CD267^+^ cells (left plots, gated on eFluor780^−^CD3^−^IgD^−^ cells), and their absence was confirmed in a nonimmunized mouse (right plots). **(E and F)** Quantification of CD138^+^NIP^+^IgG1^+^ cells in *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice at days 5 and 6 after reimmunization in the spleen (E) and the BM (F) normalized to the numbers of all eFluor780^−^ cells in the sample (*n* ≥ 4; two-way ANOVA; the P values shown are for the main genotype effect). For all flow cytometry plots, the numbers next to the enclosed areas (gates) represent percentages of the cells falling into the gate, and the number in the bottom right corner shows the number of cells in the plot.

The protracted nature of a primary immune response, the paucity of ASCs generated, and the diminished expression of surface Ig upon ASC maturation prevents easy identification and tracking of newly formed antigen-specific ASCs. Therefore, to address questions about the role of ZFP36L1 in ASCs, we set up a system that allowed us to follow a synchronized wave of NP-specific ASCs. We reimmunized mice with NP-KLH in alum 21 d after primary immunization and used intracellular staining for IgG1 antibody recognizing 4-hydroxy-3-iodo-5-nitrophenylacetic acid (NIP) to identify elicited ASCs among all eFluor780^−^IgD^−^CD4^−^CD8^−^CD138^+^CD267^+^ cells (Fig. 1 D). The absence of NIP^hi^IgG1^hi^ cells (subsequently referred to as CD138^+^NIP^+^IgG1^+^ cells) in nonimmunized mice confirmed the specificity of staining (Fig. 1 D,****rightmost plots), while their low frequency (8–9% at day 5 after reimmunization) among all CD138^+^CD267^+^ cells (Fig. 1 D, middle plots) underscored the limitations of analyzing the whole CD138^+^CD267^+^ population when following the fate of elicited ASCs. Enumeration of CD138^+^NIP^+^IgG1^+^ cells in the spleen and BM of *Zfp36l1^fl/fl^ CD79a^Cre/+^* and *Zfp36l1^fl/fl^ CD79a^+/+^* mice after reimmunization (Fig. 1, E and F) recapitulated the phenotype observed in the primary response. The consistency of observations in both settings indicates that reimmunization can be useful for understanding specific defects in ZFP36L1-deficient ASCs.

### ZFP36L1 controls migration of newly formed ASCs to the BM

To discriminate between the outcomes of ASCs homing to the BM and of their subsequent survival, we monitored the appearance of NP-specific ASCs in the BM by giving mice BrdU in their drinking water the day after reimmunization and for the duration of the secondary response (Fig. 2 A). Incorporation of BrdU into the DNA of proliferating cells allows the identification of a population of antigen-specific ASCs elicited by the secondary immunization, which can be followed by flow cytometry. Consequently, staining of BM CD138^+^NIP^+^IgG1^+^ cells with anti-BrdU antibody revealed two distinct populations of ASCs: the BrdU-low population of quiescent ASCs established before day 22 and the BrdU-high ASCs that emerged after secondary immunization (Fig. 2 B). Interestingly, BrdU-low CD138^+^NIP^+^IgG1^+^ cells stained more strongly for NIP than BrdU-high cells, likely reflecting the increased production of antibody by ASCs established in the BM. This aspect of ASC maturation was not different between *Zfp36l1^fl/fl^ CD79a^Cre/+^* and *Zfp36l1^fl/fl^ CD79a^+/+^* mice (Fig. S2, A and B).

**Figure 2.**
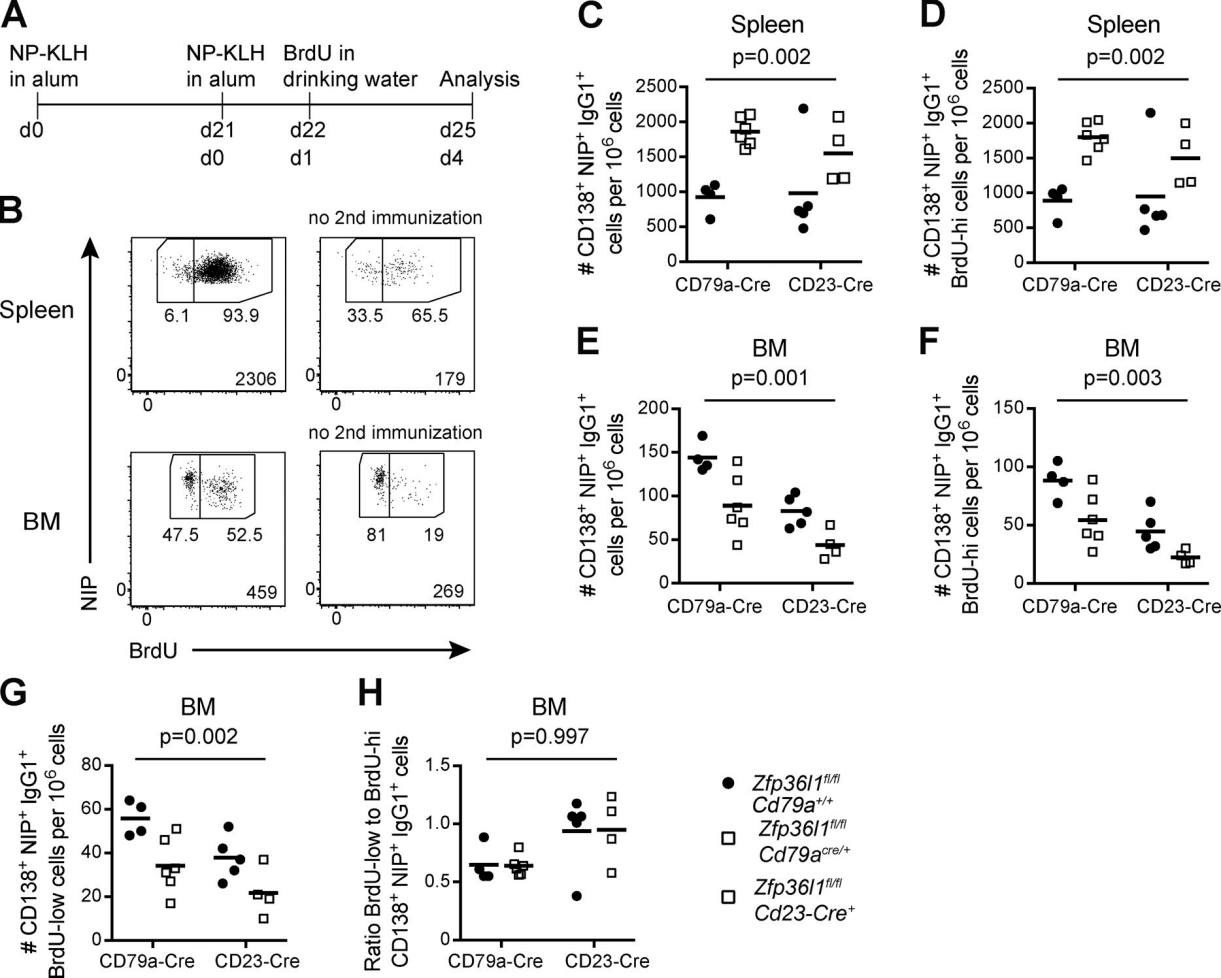
**Reduced number of Ag-specific ASCs in the BM of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice can be fully accounted for by defective migration of the newly generated ASCs to the BM.** **(A)** Schematic representation of the experimental setup for detection of the newly arrived NP-specific ASCs to the BM. **(B)** Representative flow cytometry plots gated as in Fig. 1 D on CD138^+^NIP^+^IgG1^+^ cells and used for detection of newly generated (BrdU-high) NP-specific ASCs and the established (BrdU-low) NP-specific ASCs in the spleen at day 4 following reimmunization with NP-KLH in alum (two top plots) and in the BM (two bottom plots). **(C and E)** Frequency of CD138^+^NIP^+^IgG1^+^ cells of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) or *Zfp36l1^fl/fl^ Cd23-Cre^+^* (open squares) mice at day 4 after reimmunization; the numbers of all CD138^+^NIP^+^IgG1^+^ cells in the spleen (C) and BM (E) are normalized to the numbers of all eFluor780^−^ cells in the sample. **(D, F, and G)** As above, but the populations of CD138^+^NIP^+^IgG1^+^ cells are split on the basis of BrdU staining into the BrdU-high NP-specific ASCs (D and F) and the BrdU-low NP-specific ASCs (G) and quantified in the spleen (D) and the BM (F and G). **(H)** The ratio of the number of BrdU-low NP-specific ASCs to the number of BrdU-high NP-specific ASCs in the BM. For all plots in all panels, each symbol represents data from an individual mouse, and lines represent means. For each Cre-expressing line, data are representative of two independent experiments (*n* ≥ 4; two-way ANOVA; the P values shown are for the main genotype effect). For all flow cytometry plots, the numbers next to the enclosed areas (gates) represent percentages of the cells falling into the gate, and the number in the bottom right corner shows the number of cells in the plot.

**Figure S2.**
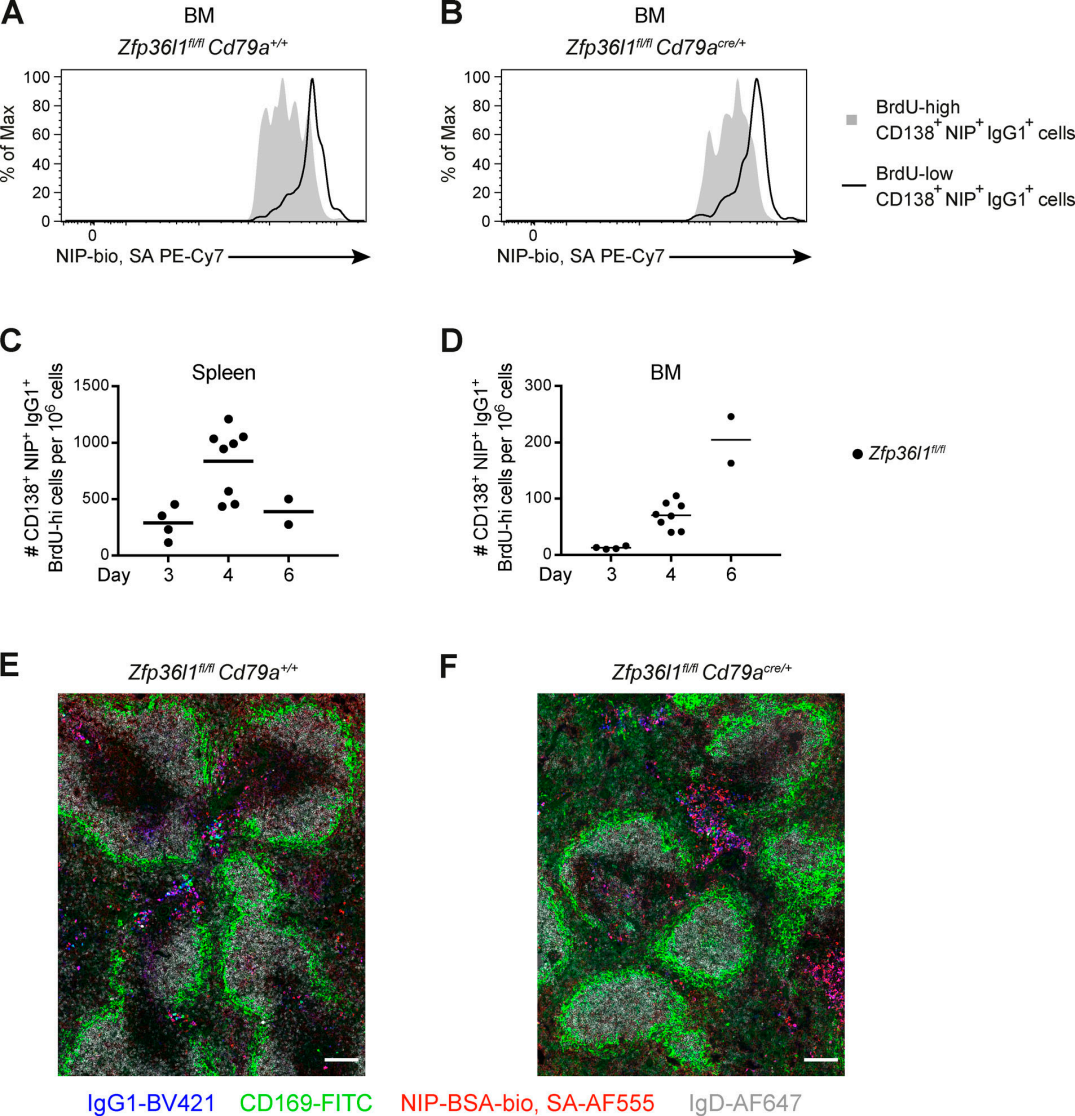
**Newly generated (BrdU-high) NP-specific ASCs do not appear in the BM before day 4 after reimmunization.** **(A and B)** An overlay of representative flow cytometry plots of BrdU-high (shaded histogram) and BrdU-low (black line) CD138^+^NIP^+^IgG1^+^ cells from the BM of *Zfp36l1^fl/fl^ CD79a^+/+^* (A) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (B) mice analyzed at day 4 after reimmunization. **(C and D)** Frequency of the newly generated (BrdU-high) CD138^+^NIP^+^IgG1^+^ cells in the spleen (C) and BM (D) *of Zfp36l1^fl/fl^ CD79a^+/+^* mice at days 3, 4, and 6 after reimmunization. The numbers of the BrdU-high CD138^+^NIP^+^IgG1^+^ cells are normalized to the numbers of all eFluor780^−^ cells in the sample. For all plots in all panels, each symbol represents data from an individual mouse, lines represent means, and data are representative of two independent experiments. **(E and F)** Immunofluorescence analysis of spleen sections from a *Zfp36l1^fl/fl^ CD79a^+/+^* mouse (E) and a *Zfp36l1^fl/fl^ CD79a^Cre/+^* mouse (F) at day 4 following secondary immunization. The sections were stained with anti-IgG1 (blue), anti-CD169 (MOMA-1, green), and anti-IgD (gray) antibody and NIP-BSA-bio Streptavidin Alexa Fluor 555 (red). The images are representative of sections taken from four mice for each of the genotypes. Original magnification, 20×; scale bars, 100 µm.

Tracing the BrdU-high CD138^+^NIP^+^IgG1^+^ cells in control mice over the course of the secondary response showed that in this system the newly generated ASCs do not appear in the BM until day 4 after reimmunization (Fig. S2, C and D). Analysis at this time point demonstrated an accumulation of the newly generated CD138^+^NIP^+^IgG1^+^ cells in the spleens of Zfp36l1 cKO mice (Fig. 2, C and D). The numbers of CD138^+^NIP^+^IgG1^+^ cells that migrated to the BM of Zfp36l1 cKO mice before and after day 24 (the last day before the appearance of elicited ASCs in the BM) were lower (Fig. 2, E–G), in agreement with previous observations (Fig. 1, B, C, and F). The difference in accumulation of ZFP36L1-sufficient and ZFP36L1-deficient ASCs in both the spleen and the BM was observed irrespective of whether the *CD79a^Cre^* or *Cd23-Cre* allele was used to delete the *Zfp36l1* gene (Fig. 2, C–G). Taken together, these data suggest that the reduction in ASC numbers in the BM results from the defective egress of ZFP36L1-deficient ASCs from the spleen.

4 d after secondary immunization, the population of the BM BrdU-low CD138^+^NIP^+^IgG1^+^ cells combined all NP-specific ASCs that were successful in migrating, differentiating, and surviving in the BM during the previous 24 d of the immune response, while the BrdU-high CD138^+^NIP^+^IgG1^+^ cells were the cells that migrated to the BM in the 24-h period before the analysis. Therefore, the ratio of BrdU-low to BrdU-high CD138^+^NIP^+^IgG1^+^ cells in the BM relates the number of established ASCs to the number of newly generated ASCs that arrived in the BM in a defined period of time immediately before the analysis. As this ratio is the same in Zfp36l1 cKO and control mice (Fig. 2 H), the observed reduction in the numbers of NP-specific ASCs in the BM can be fully explained by a failure of ZFP36L1-deficient ASCs to find their way to the BM.

### ZFP36L1-deficient ASCs have defective responses to S1P

The migration of ASCs from secondary lymphoid organs to their long-term survival niches in the BM has been extensively studied. In the spleen, ASCs initially accumulate in a CXCR4-dependent manner near the sinusoids in the red pulp (Hargreaves et al., 2001). Their entry into the bloodstream has been shown to depend on S1PR1 (Kabashima et al., 2006). To assess the effects of ZFP36L1 deletion on the migratory capacity of ASCs, we used a transwell migration assay. Only 0.5–1% of the input ASCs are able to migrate toward S1P in these settings (Kabashima et al., 2006), making measurements of ex vivo antigen-specific ASC migration very challenging. Therefore, we used ASCs generated in vitro by activating follicular B (FoB) cells from the LNs of *Zfp36l1^fl/fl^ CD79a^+/+^* and *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice with LPS for 96 h. Control ASCs showed a low but consistent migration that was enhanced by increasing the concentration of S1P. However, the ability of ZFP36L1-deficient ASCs to migrate to S1P was only slightly above the background level, and the cells were unresponsive to increased concentrations of S1P (Fig. 3 A). Notably, ZFP36L1-sufficient and ZFP36L1-deficient ASCs were equally efficient in migrating toward the CXCR4 ligand CXCL12 (Fig. 3 B). This observation demonstrated that the lack of response to S1P was specific rather than a reflection of a general failure to respond to a chemotactic cue.

**Figure 3.**
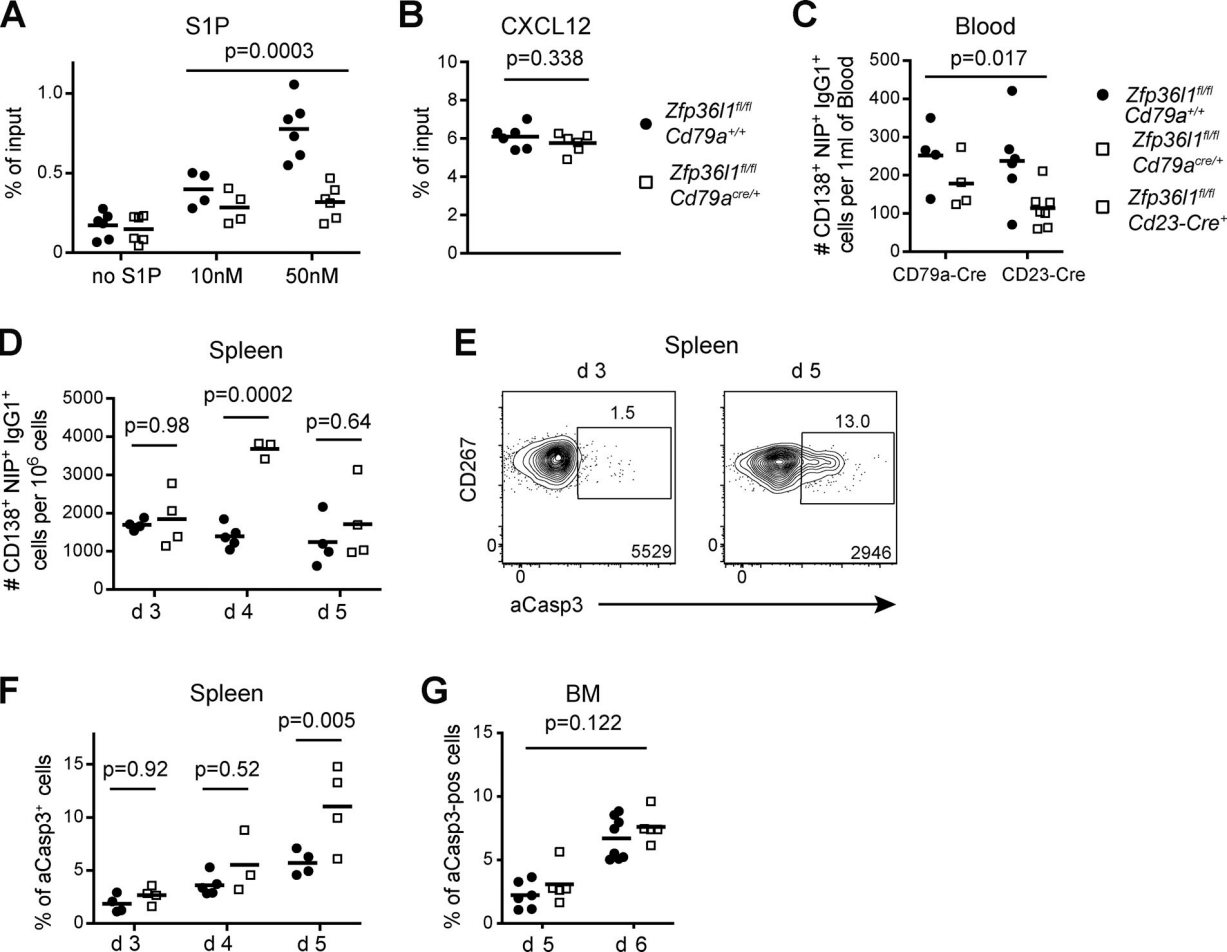
**Impaired accumulation of NP-specific ASCs in the BM of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice results from a delayed egress from the spleen.** **(A)** Quantification of a transwell migration assay of CD138^high^B220^low^ cells differentiated in vitro as described in Materials and methods. The number of cells migrated toward three different concentrations of S1P in the lower chamber was normalized to the number of identically gated cells in the input sample. The B cell cultures used in the transwell assay routinely contained 10–20% of CD138^high^B220^low^ cells (two-way ANOVA was performed on the data for 10 nM and 50 nM S1P; *n* = 4 and *n* = 6; data pooled from two or three independent experiments; each data point is a mean of technical duplicate measurements of independent biological samples, lines represent means, and the P value shown is for the main genotype effect for migration toward 10 nM and 50 nM S1P). **(B)** Quantification of a transwell migration assay performed as in A but toward CXCL12 (Student’s *t* test; *n* = 6; data pooled from three independent experiments; each data point is a mean of technical duplicate measurements of independent biological samples, and lines represent means). **(C)** Quantification of NP-specific ASCs (gated as eFluor780^−^TCRβ^−^CD138^+^Irf4^+^NIP^+^IgG1^+^ cells; full gating is depicted in Fig. S3 A) in blood of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) or *Zfp36l1^fl/fl^ Cd23-Cre^+^* (open squares) mice at day 3 after reimmunization with NP-KLH. For each Cre-expressing line, data are pooled from two independent experiments. For the plots in panels C, D, F, and G, each symbol represents data from an individual mouse, and lines represent means (*n* ≥ 4; two-way ANOVA; the P value shown is for the main factor “presence of Cre”). **(D)** Frequency of CD138^+^NIP^+^IgG1^+^ cells in the spleen of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice at days 3, 4, and 5 following reimmunization with NP-KLH expressed as numbers of CD138^+^NIP^+^IgG1^+^ cells normalized to the numbers of all eFluor780^−^ cells (*n* ≥ 3; two-way ANOVA with Sidak’s correction for multiple testing; the P values shown are for the genotype factor for separate days). **(E)** Representative flow cytometry plots gated as in Fig. 1 D on CD138^+^NIP^+^IgG1^+^ cells from *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice 3 d (left plot) and 5 d (right plot) after reimmunization with NP-KLH and used to identify aCasp3^+^ cells. **(F and G)** Plots showing proportions of aCasp3^+^ cells in the population of CD138^+^NIP^+^IgG1^+^ cells identified as in Fig. 1 D, Fig. 3 E, and Fig. S3 B in the spleen (F) and BM (G) for *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice taken at days 3, 4, 5, and 6 following reimmunization with NP-KLH. Data are representative of at least two independent experiments (*n* ≥ 3; two-way ANOVA with Sidak’s correction for multiple testing; the P values shown are for the genotype factor for separate days [F] or the P value shown is for the main genotype effect [G]). For all flow cytometry plots, the numbers next to the enclosed areas (gates) represent percentages of the cells falling into the gate, and the number in the bottom right corner shows the number of cells in the plot.

Examination of splenic sections from *Zfp36l1^fl/fl^ CD79a^+/+^* and *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice taken 4 d after reimmunization, when an accumulation of CD138^+^NIP^+^IgG1^+^ ASCs can be clearly detected by flow cytometry (Fig. 2 C), revealed cells with very high cytoplasmic staining for NIP and IgG1 that were consistently found in clusters in the red pulp in the mice of either genotype (Fig. S2, E and F), as would be expected for ASCs lacking the capacity to migrate to S1P (Kabashima et al., 2006). Consistent with intact CXCR4 responsiveness, we did not detect any abnormal accumulation of NIP^hi^IgG1^hi^ cells within the follicle or adjacent to the MZ, as was described for CXCR4-deficient ASCs (Hargreaves et al., 2001). A similarly unaltered localization of NIP^hi^IgG1^hi^ cells was observed in mice analyzed 14 d after primary immunization (data not shown). Overall, these results demonstrate that a buildup of CD138^+^NIP^+^IgG1^+^ ASCs in the spleens of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice can be attributed to defective signaling downstream of an S1P receptor.

### Defective egress of ASCs from the spleen of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice results in their increased cell death

Impaired egress from the spleen should result in a reduced number of ASCs entering the bloodstream. To test this prediction directly, we determined the number of CD138^+^NIP^+^IgG1^+^ cells in the blood of control and Zfp36l1 cKO mice 3 d after reimmunization by flow cytometry. Since the surface abundance of CXCR4 and CD267 is low on blood CD138^+^NIP^+^IgG1^+^ cells, we used the transcription factor IRF4 as an additional marker for ASCs (Klein et al., 2006; Sciammas et al., 2006; Fig. S3 A). We found a twofold reduction in the number of CD138^+^NIP^+^IgG1^+^ cells in the blood of Zfp36l1 cKO mice independent of the Cre system used to drive deletion of the *Zfp36l1^fl^* allele (Fig. 3 C). Importantly, the number of CD138^+^NIP^+^IgG1^+^ cells recovered on day 3 from the spleens of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice was similar to that in control animals (Fig. 3 D), arguing against an accelerated generation of ZFP36L1-deficient ASCs as a cause for their marked accumulation on day 4 (Fig. 3 D). By day 5, however, the numbers of NP-specific ASCs in Zfp36l1 cKO mice was not different from that of controls (Fig. 3 D).

**Figure S3.**
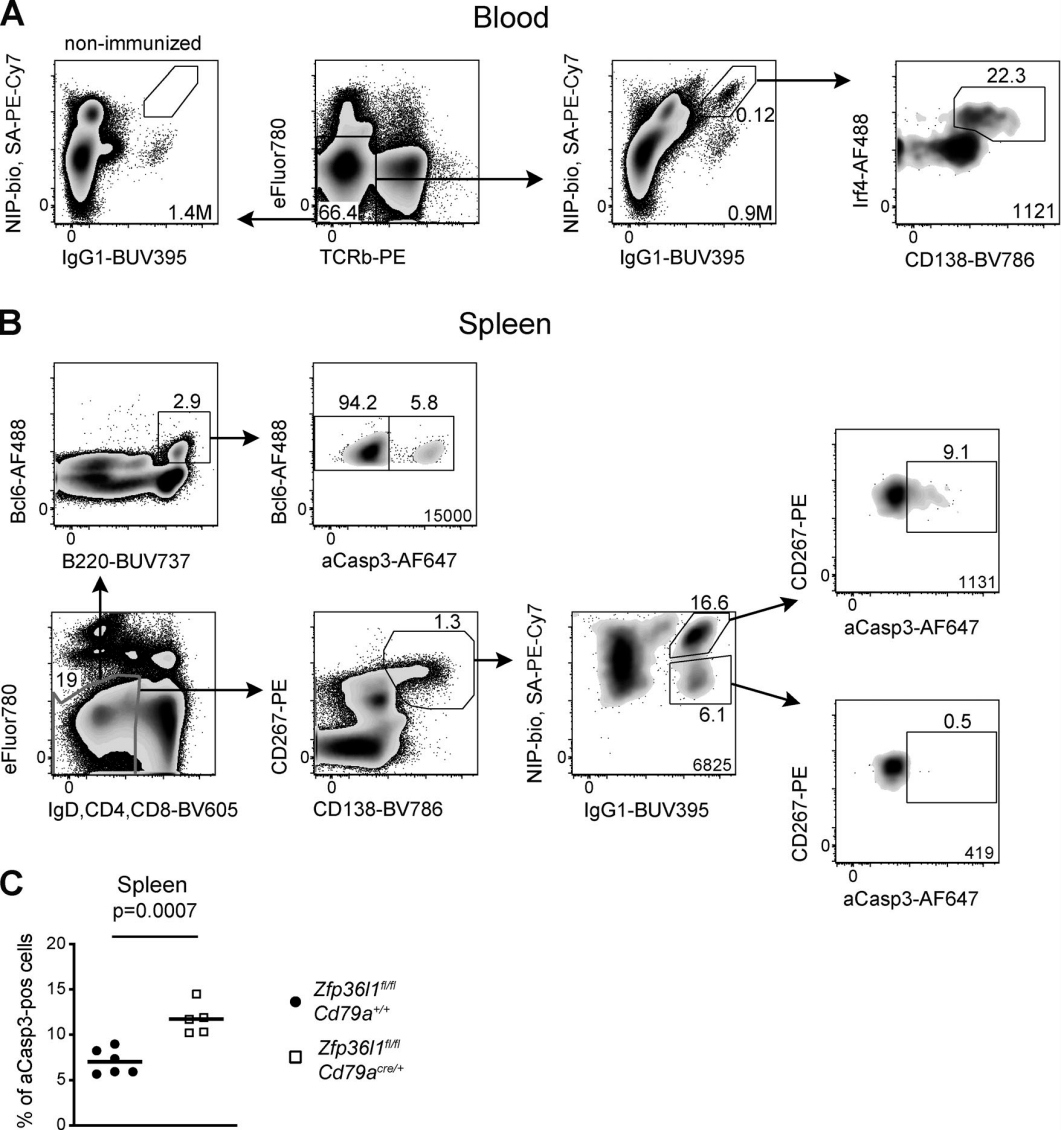
**The approach used in identification of NP-specific ASCs in the blood.** **(A)** A sequence of flow cytometry plots used to identify NP-specific ASCs in the blood. eFluor780^−^TCRb^−^ cells high for the intracellular NIP and IgG1 signals show a distinct population of CD138^+^Irf4^hi^ cells (rightmost plot). The number of such eFluor780^−^TCRb^−^CD138^+^Irf4^hi^NIP^+^IgG1^+^ cells per 1 ml blood was calculated as described in Materials and methods. **(B)** Flow cytometry plots showing proportions of aCasp3^+^ cells found in various splenic cell populations of the same mouse. eFluor780^−^CD4^−^CD8^−^IgD^−^CD138^+^CD267^+^ cells high for intracellular IgG1 but not for NIP were generally found to have very few aCasp3^+^ cells, presumably due to the fact that lower rates of their generation were not exceeding the rates of their elimination from the tissue. For all flow cytometry plots, the numbers next to the enclosed areas (gates) represent percentages of the cells falling into the gate, and the number in the bottom right corner shows the number of cells in the plot. Arrows denote the hierarchical relationship between the cell populations. **(C)** A plot showing proportions of aCasp3^+^ cells in the population of CD138^+^NIP^+^IgG1^+^ cells identified as in Fig. 1 D, Fig. 3 E, and Fig. S3 B in the spleens of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice taken at day 5 following reimmunization with NP-KLH in an independent experiment. Each symbol represents data from an individual mouse, and lines represent means (*n* ≥ 5; the P value is for a Student’s *t* test). Pos, positive.

Because the number of antigen-specific ASCs in the BM of Zfp36l1 cKO mice at days 5 and 6 following reimmunization (Fig. 1 F) was lower than that of controls, it is likely that the delayed egress from the spleen resulted in their death, either in the spleen or en route to the BM. To understand if CD138^+^NIP^+^IgG1^+^ cells in *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice undergo apoptosis at increased rates, we enumerated dying ASCs identified as being positive for active caspase 3 (aCasp3^+^). Normally, the dead cells are quickly eliminated from the spleen so that only ∼5% of aCasp3^+^ cells can be found even in cell populations with a high turnover, such as GC B cells (Mayer et al., 2017; Fig. S3 B). From days 3 to 5 following reimmunization, control mice showed a progressive buildup in the proportion of aCasp3^+^ cells among CD138^+^NIP^+^IgG1^+^ ASCs (Fig. 3, E and F), demonstrating that transition of ASCs to the bloodstream is naturally inefficient. *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice displayed an equal accumulation of aCasp3^+^ cells in the splenic CD138^+^NIP^+^IgG1^+^ compartment at day 3. However, at day 5, the day after the peak response in Zfp36l1 cKO mice (Fig. 3 D), ∼10% of all NP-specific ASCs were aCasp3^+^, a twofold increase compared with control animals (Fig. 3 F and Fig. S3 C). Notably, the percentage of apoptotic cells in the BM population of CD138^+^NIP^+^IgG1^+^ cells was similar between *Zfp36l1^fl/fl^ CD79a^+/+^* and *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice (Fig. 3 G). Cell death among BM NP-specific ASCs showed an acceleration from days 5 to 6, demonstrating that in the BM as well as the spleen, the appearance of aCasp3^+^ cells can overcome the processes leading to their elimination. Nevertheless, ZFP36L1-deficient CD138^+^NIP^+^IgG1^+^ ASCs do not exhibit a noticeably higher predisposition to cell death once they reach the BM. Overall, these data demonstrate that a generally inefficient egress of ASCs from the spleen is associated with a high incidence of cell death and that ZFP36L1 promotes their prompt transition into the bloodstream, thereby reducing inherently high attrition rates.

### ZFP36L1 regulates genes involved in S1P receptor signaling

To establish candidate transcripts regulated directly by ZFP36l1, we identified RNA molecules bound to ZFP36L1 at nucleotide resolution using individual-nucleotide resolution cross-linking and immunoprecipitation (iCLIP). Because the iCLIP protocol for ZFP36L1 requires immunoprecipitation of a low-abundance protein and application of highly stringent washes to identify specific interactions, it necessitates the use of a large number of cells and cannot be applied to ASCs. Therefore, we used a previously published iCLIP dataset obtained for LN FoB cells activated with LPS for 48 h (Galloway et al., 2016) and RNA sequencing (RNA-seq) on similarly activated FoB cells from *Zfp36l1^fl/fl^ CD79a^Cre/+^* and *Zfp36l1^fl/fl^ CD79a^+/+^* mice.

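The RNA-seq compared follicular B (FoB) cells, the recirculating mature B cells, from the LNs of 5 control mice (*Zfp36l1 fl/fl CD79a+/+*) and 5 Zfp36l1 cKO mice (*Zfp36l1 fl/fl CD79a Cre/+*), with 1 mouse per library. In the cKO mice the Cre recombinase is expressed from 1 copy of *Cd79a*, the gene of a signaling chain of the B cell receptor, and deletes *Zfp36l1* in B cells. The control libraries carry the replicate numbers 1, 2, 4, 5 and 6, and the cKO libraries carry 1 to 5. The B cells were activated for 48 h with 10 µg/ml LPS, a ligand of TLR4, together with 10 ng/ml IL4 and 10 ng/ml IL5. Cycloheximide, which stalls translating ribosomes, was added at 100 µg/ml for 3 min before lysis, and libraries made with a ribosome profiling kit were sequenced as 100-bp single-end reads.
The authors discarded reads on ribosomal RNA and Ig loci and mapped the rest to GRCm38 with TopHat2. The values used here are their FPKM for 45507 Ensembl genes from Cuffnorm. The library scaling option and the Ensembl release are not given in the sources used here. Read totals are not given either, but low genes are listed at whole multiples of the value of 1 read, which gives each library's depth relative to control replicate 1. Control libraries 1, 2, 4, 5 and 6 lay at 1, 1.03, 1.47, 1.28 and 0.588 (median 1.03), and cKO libraries 1 to 5 at 0.943, 0.866, 0.850, 1.01 and 1.31 (median 0.943).
Differences were tested with limma on log2(FPKM + 0.1), which understates the change of low genes, over 14730 genes with a mean of at least 0.06 FPKM and a value above 0 in each library. A gene was called changed at an adjusted p under 0.05. Mitochondrial tRNAs set the libraries apart within both genotypes, from 630722 summed FPKM in cKO replicate 4 to 3306433 in control replicate 1. The part with high sums holds control replicates 1, 2 and 4 and cKO replicates 1, 2 and 3, and the part with low sums holds control replicates 5 and 6 and cKO replicates 4 and 5. The first principal component (25.6% of the variance) is led by cKO replicate 3, with a score of 44.2, and cKO replicate 4, with 18.5. Expression deviated from the gene mean with transcript GC content in these 2 libraries (Spearman correlation across genes of 0.333 and 0.414), against -0.256 to 0.054 in the other 8 libraries; genes are not independent replicates.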

Analysis of differences in transcript abundance by DESeq2 followed by pathway-enrichment analysis of 272 differentially expressed genes (change >1.5-fold; adjusted P value <0.05; Table S1) showed that many genes with altered transcript abundance are involved in the regulation of cell motility, adhesion, and migration (Fig. 4 A). 

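*Zfp36l1*, the gene deleted in the cKO mice (ENSMUSG00000021127, chromosome 12 of GRCm38, 80107754 to 80113013), fell from 4.57 ± 1.70 FPKM (SD, n = 5 mice) in control cells to 0.672 ± 0.216 FPKM (SD, n = 5 mice) in cKO cells. Its log2 fold change was -2.56 (standard error 0.28, adjusted p = 0.00505 from limma), and every cKO library lay below every control library. Across all genes 235 changed, of which 114 rose and 121 fell in cKO cells, and 169 of them (75 rose, 94 fell) passed a 1.5-fold change.
Among changed genes with a mean of at least 1 FPKM and no overlap between genotypes, the 10 that rose most included *S1pr1* and *Rap1gap2*, which encodes a GTPase-activating protein of RAP1 (log2 fold change 1.58). The others included *S100a6* (2.05) and *S100a4* (1.85), which encode calcium-binding proteins, *Fcgrt* (1.75), the heavy chain of the neonatal Fc receptor, and *Tbx21* (1.57), the transcription factor T-bet. The 10 that fell most in this set included the chemokine genes *Cxcl10* and *Ccl5* (-1.86) and the interferon-induced genes *Ifi44* (-2.16), *Rsad2* (-1.97), *Ifit1* and *Irf7*. *Cxcl10* fell from 12.0 ± 6.96 FPKM (SD, n = 5 mice) to 2.19 ± 0.916 FPKM (SD, n = 5 mice), a log2 fold change of -2.25 (standard error 0.43, adjusted p = 0.0249 from limma). *Gm26669* (-1.69) lies on the opposite strand within *Zfp36l1*, and since the strand of counting is not known its reads cannot be told from those of *Zfp36l1*. Overlapping *Gm17641* (-1.63) and *1110032F04Rik* (-1.56) are uncertain for the same reason. In limma *Cxcl10* did not pass without control replicates 4, 5 or 6 or cKO replicates 1, 2 or 3 (adjusted p 0.0531 to 0.0712; 0.000194 to 0.0886 over the alternatives), *Rsad2* did not pass without control replicates 4, 5 or 6 or cKO replicates 1, 2 or 3 (adjusted p 0.0534 to 0.0874; 0.00208 to 0.101 over the alternatives), and *Ccl5* did not pass without control replicate 6 (adjusted p = 0.0542; 0.00235 to 0.0944 over the alternatives).
Gene lists for migration and for B cell states were fixed before the data were examined, but after Table S1 had been read. The list of chemokine and chemoattractant receptors includes guidance receptors of lymphocytes. Of its 18 genes tested, *Ackr2* (0.81) and *Gpr34* (1.46) rose, *Gpr55* (-0.89) fell and 15 did not pass (6 rose and 3 fell when adjusted over the list alone, and the list had an adjusted p = 0.0656 from limma's camera). CXCR4, the receptor that draws ASCs to the BM, belongs to this list, and *Cxcr4* was at 3.31 FPKM in control and 4.92 FPKM in cKO cells (log2 fold change 0.56, adjusted p = 0.169 from limma, n = 5 mice each). In limma *Gpr34* did not pass without control replicates 1, 5 or 6 or cKO replicates 1, 2 or 5 (adjusted p 0.0522 to 0.0781; 0.00710 to 0.163 over the alternatives), and *Gpr55* did not pass without control replicates 4, 5 or 6 or cKO replicates 1, 2, 4 or 5 (adjusted p 0.0501 to 0.0778; 0.0188 to 0.557 over the alternatives).
Of 12 genes for S1P receptors and S1P metabolism, *S1pr1* and *S1pr4* rose and 10 did not pass (5 rose when adjusted over the list alone). Of 22 genes listed under selectins, mucins and other adhesion molecules, 4 rose, *Emb* (-0.94) fell and 17 did not pass (7 rose and 2 fell when adjusted over the list alone). Those that rose include *Lgals1* (0.78), *Lgals3* (1.39) and *Vim* (0.85), which encodes a filament of the cytoskeleton and not an adhesion molecule. Of 17 genes of integrin activation, *Rap1gap2*, *Rasgrp2* (0.79) and *Rasa3* (0.76) rose and 14 did not pass (4 rose when adjusted over the list alone). *Rasgrp2* encodes an activator of RAP1, while *Rap1gap2* and *Rasa3* encode GTPase-activating proteins that turn RAP1 off. The direction of this list therefore does not give the direction of integrin activation. In limma's camera the adjusted p of these 3 lists was 6.1e-04, 0.00109 and 0.00825, and with an estimated correlation their adjusted p was 0.313, 0.390 and 0.335. Table S1, which was read before the lists were fixed, holds 3, 8 and 3 of their tested genes. In limma *Emb* did not pass without control replicates 4 or 6 or cKO replicate 2 (adjusted p 0.0509 to 0.0663; 0.0143 to 1.00 over the alternatives).
Of 26 genes of the actin cytoskeleton and Rho GTPases, *Rhoh* (0.61) rose, *Pak1* (-0.85) fell and 24 did not pass (2 rose and 2 fell when adjusted over the list alone). Of 9 regulators of G protein signaling, which shorten the signal of chemokine receptors, *Rgs14* (0.72) rose and 8 did not pass (3 rose when adjusted over the list alone). The adjusted p from limma's camera was 0.0143 and 0.0371, and with an estimated correlation the adjusted p was 0.569 for the first and 0.313 for the second. In limma *Pak1* did not pass without control replicates 1, 2, 4, 5 or 6 or cKO replicates 1, 2, 4 or 5 (adjusted p 0.0537 to 0.0965; 0.0150 to 0.765 over the alternatives). In limma's camera the actin list did not pass without control replicate 1 or cKO replicate 3 (adjusted p 0.0670 to 0.130; 0.000764 to 0.159 over the alternatives), and the list of regulators did not pass without control replicate 6 or cKO replicates 1, 2 or 5 (adjusted p 0.0505 to 0.0812; 0.0157 to 0.0812 over the alternatives).
Of 11 markers of FoB cells 6 rose, among them *Itgb7*, *S1pr1*, *Cd55* (0.91) and *Klf2*, and 5 did not pass (6 rose when adjusted over the list alone). *Klf2*, which encodes a transcription factor of quiescent lymphocytes, rose from 2.51 ± 0.647 to 7.28 ± 3.14 FPKM (SD, n = 5 mice each), a log2 fold change of 1.46 (standard error 0.26, adjusted p = 0.0172 from limma). The median log2 fold change of the list was 0.91 (0.88 and 0.85 within the parts of high and low mitochondrial tRNA). Of 64 genes of the interferon response 25 fell and 39 did not pass (47 fell and 1 rose when adjusted over the list alone). *Irf7*, which encodes a transcription factor that amplifies interferon production, fell from 32.9 ± 13.4 to 10.3 ± 0.385 FPKM (SD, n = 5 mice each) and *Ifit1* from 41.3 ± 12.1 to 13.4 ± 2.59 FPKM (SD, n = 5 mice each). The median of the list was -0.63 (-0.58 and -0.77 within the parts), and its mean stood at 0.53, 0.58 and 0.68 in control replicates 4, 5 and 6, where the immediate early genes were high too (0.36, 0.63 and 0.55), against -0.07 and 0.14 in control replicates 1 and 2. The adjusted p of these 2 lists was 1.3e-10 and 1.2e-29 from limma's camera, and with an estimated correlation the adjusted p was 0.301 and 0.313. In limma *Klf2* did not pass without control replicate 6 (adjusted p = 0.0608; 0.00802 to 0.106 over the alternatives), and *Cd55* did not pass without control replicate 6 (adjusted p = 0.0536; 0.00680 to 0.876 over the alternatives).

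**Figure D1:**
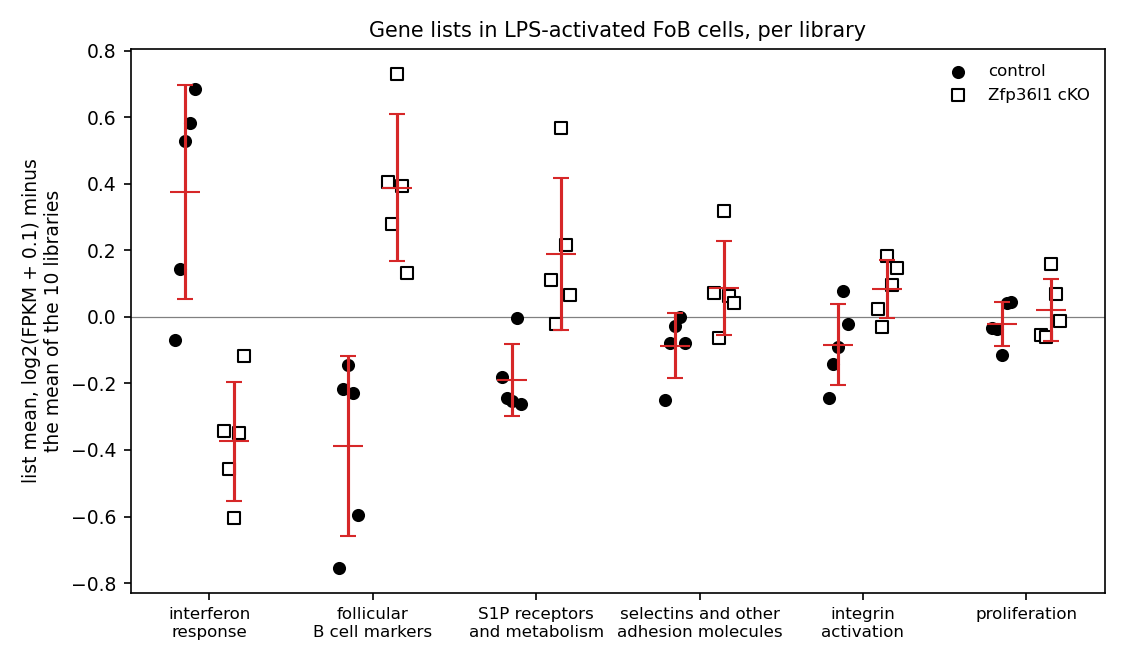
Mean of 6 gene lists in each library of LPS-activated FoB cells from control mice (closed circles) and Zfp36l1 cKO mice (open squares), as log2(FPKM + 0.1) minus the mean of the 10 libraries, with the mean and SD of the 5 libraries of each genotype in red. Control libraries lie at -0.07 to 0.68 and cKO libraries at -0.60 to -0.12 in the interferon response list, and at -0.75 to -0.14 and 0.13 to 0.73 in the list of FoB cell markers.

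In all, 12 of 39 lists passed limma's camera with its preset correlation of 0.01 and 0 passed with an estimated correlation, and 12 of 40 lists had an exact permutation p under 0.05 on their mean per library, of which 0 passed after adjustment over the lists. The number of genes changed fell to 119 without control replicate 4, 93 without control replicate 6, and 105, 131 and 152 without cKO replicates 1, 2 and 4. It was 69 with libraries rescaled to TPM (42 of them among the 235), a scaling by totals that follow very short genes such as mitochondrial tRNAs. It was 155 and 108 with the filter on low values relaxed or dropped. With the replicate number as a block, which no source gives as a pairing, it was 11. It was 397 with array weights and 482 after a correction for GC content and length chosen after the data were seen. The share of changed genes that rose was 48.5%. It was lower with libraries rescaled to TPM (40.6%) and with the replicate block (9.09%), and higher with median rescaling (61.5%), quantile normalization (63.9%) and that correction (63.1%). The paper's pathway enrichment needs GO annotation and was not repeated here.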

Depending on the gene ontology (GO) term, the binding of ZFP36L1 to the cognate transcripts can be detected by iCLIP for up to half of the genes in the term (Fig. 4 A, blue bars). 

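Genes that the paper marks in Table S1 as bound by ZFP36L1, an RNA-binding protein that promotes mRNA decay, went both ways in cKO cells. Of the listed genes that passed the limma test here, 33 carry the mark, and 20 of these rose and 13 fell. *Zfp36l1* itself carries the mark and is counted among those that fell, also in the tally over all tested genes below, although its fall follows from the deletion. Marked genes that rose include *March1* (log2 fold change 1.55), which encodes a ubiquitin ligase of MHC class II, *Rapgef4* (1.61), an exchange factor of RAP1, *Lgals3*, *Rasgrp2* and *Ets1* (0.62), a transcription factor of B cells. Marked genes that fell include the interferon-induced genes *Ifih1* (-1.14), a sensor of viral RNA, and *Ifi44*, as well as *Cd80* (-1.0), a costimulatory ligand.
Of the 101 listed genes without the mark that passed, 48 rose and 53 fell. The odds of a rise were 1.69 times as high with the mark (95% interval 0.712 to 4.14), a difference that did not pass Fisher's exact test (two-sided p = 0.231). Over all 271 tested genes of Table S1 the direction turns: 31 marked genes were higher and 38 lower in cKO cells, against 101 and 101 without the mark, an odds ratio of 0.816 (95% interval 0.453 to 1.46) that did not pass either (Fisher's exact test, p = 0.488, added after the results were seen). Table S1 was chosen by the paper on these samples, so its directions are not independent evidence, and the iCLIP reads behind the marks were not analysed here. In limma *Rapgef4* did not pass without control replicates 2 or 6 or cKO replicates 1, 2, 3 or 5 (adjusted p 0.0645 to 0.0850; 0.0148 to 0.192 over the alternatives), and *Cd80* did not pass without control replicates 4, 5 or 6 or cKO replicates 1 or 4 (adjusted p 0.0599 to 0.0850; 0.0195 to 0.557 over the alternatives).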

Notably, we found that the transcripts for both S1PR1 and for the kinase G protein–coupled receptor kinase 2 (GRK2) encoded by the gene *Adrbk1* were more abundant in B cells from Zfp36l1 cKO mice (Fig. 4, B and C). 

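*S1pr1*, which encodes the receptor that lymphocytes use to leave tissues along S1P gradients (ENSMUSG00000045092, chromosome 3 of GRCm38, 115710433 to 115715072), rose from 1.35 ± 0.361 FPKM (SD, n = 5 mice) in control cells to 4.21 ± 1.07 FPKM (SD, n = 5 mice) in cKO cells. This is a log2 fold change of 1.57 (standard error 0.22, adjusted p = 0.00611 from limma). *S1pr1* passed in 22 of 23 alternatives, but not with the replicate number as a block (adjusted p = 0.106 from limma), which no source gives as a pairing. *Adrbk1*, listed as *Grk2* in the files (ENSMUSG00000024858, chromosome 19, 4286001 to 4306222), encodes the kinase that phosphorylates activated G protein–coupled receptors. It rose 1.4-fold, from 315 ± 40.2 to 441 ± 39.1 FPKM (SD, n = 5 mice each), with a log2 fold change of 0.49 (standard error 0.10, adjusted p = 0.0360 from limma). For both genes every cKO library lay above every control library (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow).
*S1pr4*, a second S1P receptor of lymphocytes, rose from 7.75 ± 1.68 to 18.3 ± 3.75 FPKM (SD, n = 5 mice each), a log2 fold change of 1.23 (standard error 0.18, adjusted p = 0.00745 from limma). Of 7 GPCR kinases and arrestins, *Grk2* rose and 6 did not pass (2 rose when adjusted over the list alone; adjusted p = 0.0899 from limma's camera). Within the parts of high and low mitochondrial tRNA the log2 fold change was 1.81 and 1.21 for *S1pr1* and 0.59 and 0.35 for *Grk2*. The call of *Grk2* was lost without any one of 8 of the 10 libraries, and kept without control replicate 5 or without cKO replicate 4. Over these 10 fits the log2 fold change was 0.43 to 0.55 (adjusted p 0.0382 to 0.111 from limma). The call of *Grk2* was also lost with the filter relaxed or dropped (adjusted p = 0.0573 and 0.0828 from limma), with libraries rescaled to TPM (1.00), with quantile normalization (0.0624) and with the replicate number as a block. The adjusted p ranged from 0.0215 to 1.00 over the alternatives.
In GRCm38 the 3′ UTR of *Adrbk1* runs along chromosome 19 from 4286001 to 4287099 on the minus strand (1099 bp). The mouse sequence shown in Fig. 4 D, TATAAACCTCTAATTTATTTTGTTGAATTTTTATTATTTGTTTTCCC, matches it at bases 4287017 to 4287063 and begins at base 37 of the 3′ UTR. It contains the only AUUUA of this 3′ UTR (ATTTA in the DNA), the core of AU-rich elements bound by the ZFP36 family, at bases 4287047 to 4287051. The longer ZFP36 motif UAUUUAU is found 0 times. The 3′ UTR of *S1pr1* (chromosome 3, 115710433 to 115711794, minus strand, 1362 bp) is 58.6% A and U and holds 1 AUUUA, at bases 115710514 to 115710518, and 0 UAUUUAU.

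**Figure D2:**
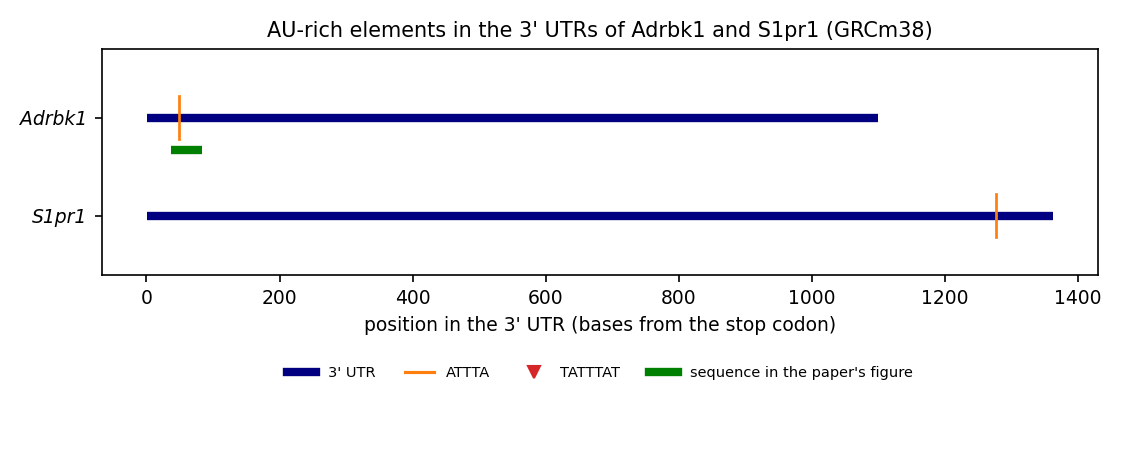
Map of the 3′ UTRs of *Adrbk1* and *S1pr1*, drawn to scale in bases from the stop codon, with ATTTA as orange ticks and the mouse sequence of Fig. 4 D as a green bar. The bar begins at base 37 of the 1099 bases of *Adrbk1* and covers its ATTTA at base 49, and the ATTTA of *S1pr1* begins at base 1277 of 1362.

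The paper reports more *Adrbk1* mRNA in cKO B cells and, further on, more GRK2 protein in splenic and in vitro ASCs without ZFP36L1. From iCLIP binding in the 3′ UTR, with the conservation of the bound sequence as further support, it reasons that ZFP36L1 regulates *Adrbk1* directly. From AU-rich elements it proposes a potential for direct regulation of *S1pr1*.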

While iCLIP analysis failed to uncover interaction between ZFP36L1 and *S1pr1* transcripts, we note several AU-rich elements in the 3′ UTR of *S1pr1* mRNA, indicating a potential for direct regulation by ZFP36L1. 

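In the RNA-seq of activated FoB cells, mean *S1pr1* expression stood above that of 26.6% of the 14730 genes tested in control cells and above that of 40.7% in cKO cells (SD between libraries 2.07 and 3.28 percentage points, n = 5 mice each). The median gene was at 8.17 FPKM in control and 7.97 FPKM in cKO cells. Among genes with a mean of at least 1 FPKM, *S1pr1* stood above 5.29% in control cells and 25% in cKO cells. By whole multiples of the value of 1 read, *S1pr1* had 79, 102, 176, 206 and 65 reads in control replicates 1, 2, 4, 5 and 6, and 315, 274, 383, 440 and 305 reads in cKO replicates 1 to 5. These multiples lay within 0.0139 of whole numbers, where 0.02 was allowed. The reads of the libraries are not scaled for their depth.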

A very low abundance of *S1pr1* mRNA in activated B cells likely renders ZFP36L1 binding undetectable and makes the exact nature of *S1pr1* regulation in primary B cells difficult to ascertain. The ZFP36L1-binding sequence in the 3′ UTR of *Adrbk1* mRNA identified by iCLIP analysis exhibits a very high degree of conservation between mammalian species (Fig. 4 D), further substantiating direct regulation of the expression of this kinase by ZFP36L1.

**Figure 4.**
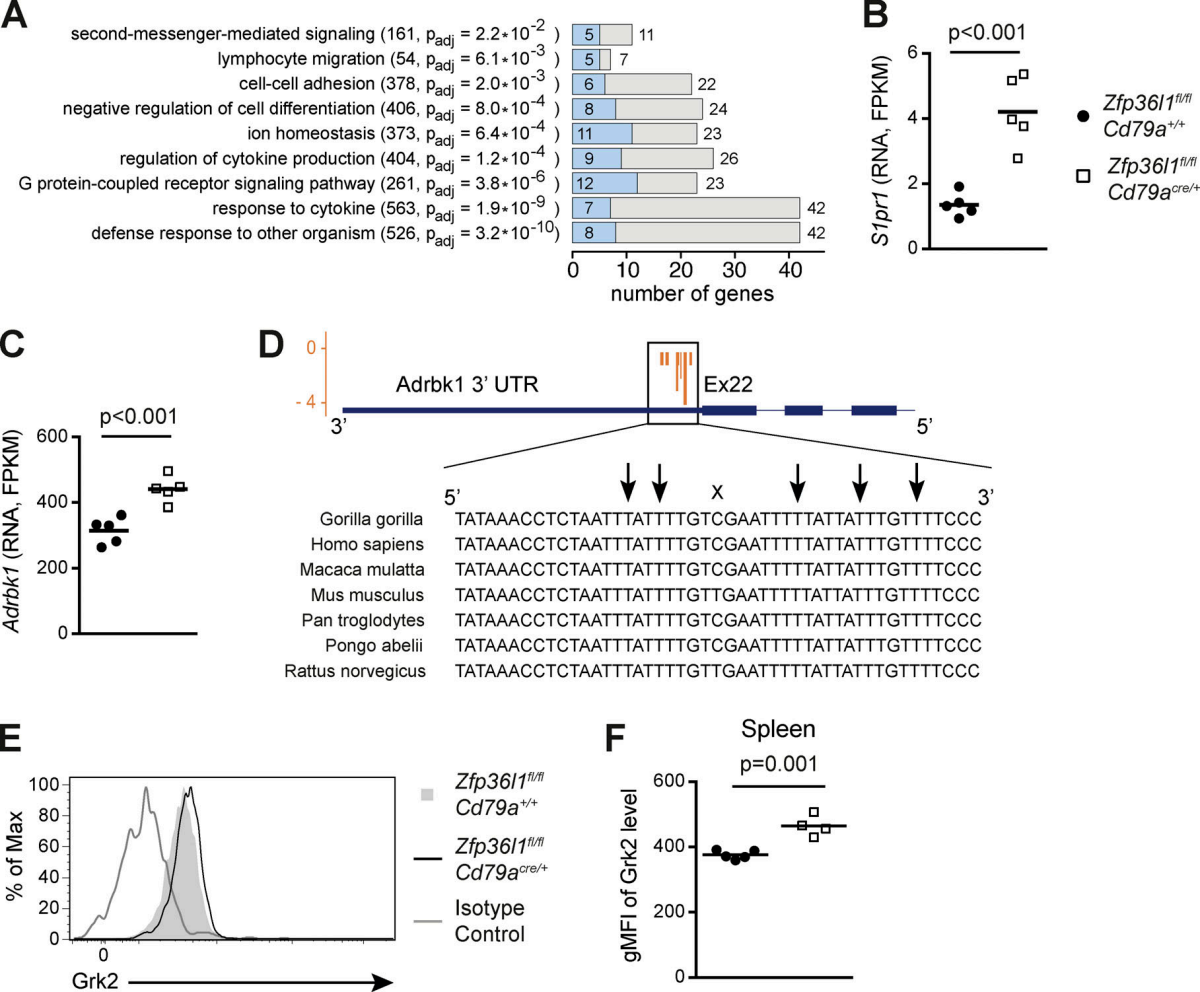
**ZFP36L1-deficient ASCs contain higher levels of GRK2.** **(A)** GO terms enriched in gene set enrichment analysis performed on the genes differentially expressed (DE) in ZFP36L1-deficient and ZFP36L1-sufficient B cells activated with LPS. For each term, the numbers in parentheses are the numbers of all genes in the term followed by the adjusted P (p_adj_) value. The numbers outside the gray bars represent the number of DE genes (p_adj_ < 0.05; fold change >1.5), and the numbers inside the blue bars represent the numbers of direct targets of ZFP36L1 identified by iCLIP (p_adj_ < 0.05), all overlapping with the corresponding GO terms. Under the conditions used, activated B cells undergo at most three cell divisions and do not contain any CD138^high^B220^low^ cells. **(B and C)** Abundance of mRNA for *S1pr1* gene for S1PR1 (B) and *Adrbk1* gene encoding GRK2 kinase (C) expressed as FPKM in the LPS-activated B cells from *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice. Each symbol represents data from B cells of an individual mouse, lines represent means, and P values are adjusted by the Benjamini-Hochburg method calculated with DESeq2. **(D)** Conservation of the sequence surrounding cross-linked nucleotides in the 3′ UTR of *Adrbk1* transcripts among primates and rodents. Cross-linked nucleotides were visualized using the UCSC Genome Browser (http://genome.ucsc.edu). In the gene diagram, the blue boxes denote exons, the thinner line denotes 3′ UTR, and the thin lines show introns. Arrows identify nucleotides cross-linked to ZFP36L1, and X indicates a nonconserved nucleotide. **(E)** An overlay of representative flow cytometry plots gated on CD138^+^NIP^+^IgG1^+^ cells from the spleens of *Zfp36l1^fl/fl^ CD79a^+/+^* and *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice analyzed 3 d after reimmunization. Rabbit polyclonal antibody against GRK2 was conjugated to Alexa Fluor 647. **(F)** A plot showing geometric mean fluorescent intensities (gMFIs) for the GRK2 signal in the population of splenic CD138^+^NIP^+^IgG1^+^ cells as in panel E for *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice. Each symbol represents data from an individual mouse, and lines represent means. Data for independent experiments are shown in Fig. S4 B (*n* ≥ 4 per experiment; the P value is for a Student’s *t* test).

To investigate if ZFP36L1-deficient splenic ASCs have increased expression of GRK2, the splenocytes taken 3 d after reimmunization were stained intracellularly with anti-GRK2 antibodies. CD138^+^NIP^+^IgG1^+^ ASCs from Zfp36l1 cKO mice demonstrated a small but consistent increase in the abundance of GRK2 protein (Fig. 4, E and F), which was validated in independent experiments with another antibody raised against a different epitope of GRK2 (Fig. S4, A and B). A similar increase in GRK2 level in the absence of ZFP36L1 was demonstrated for in vitro–generated ASCs by both flow cytometry (Fig. S4 C) and Western blotting (Fig. S4, D and E). GRK2 is primarily thought of as a negative regulator of S1P receptor signaling in lymphocytes (Arnon et al., 2011), and its elevated abundance can account for the defective chemotactic response of ZFP36L1-deficient ASCs to S1P. Dysregulation of other genes in ZFP36L1 cKO mice cannot be excluded as a factor in impaired egress of ASCs from the spleen, but their contribution is likely to be obscured by the impact of increased GRK2.

**Figure S4.**
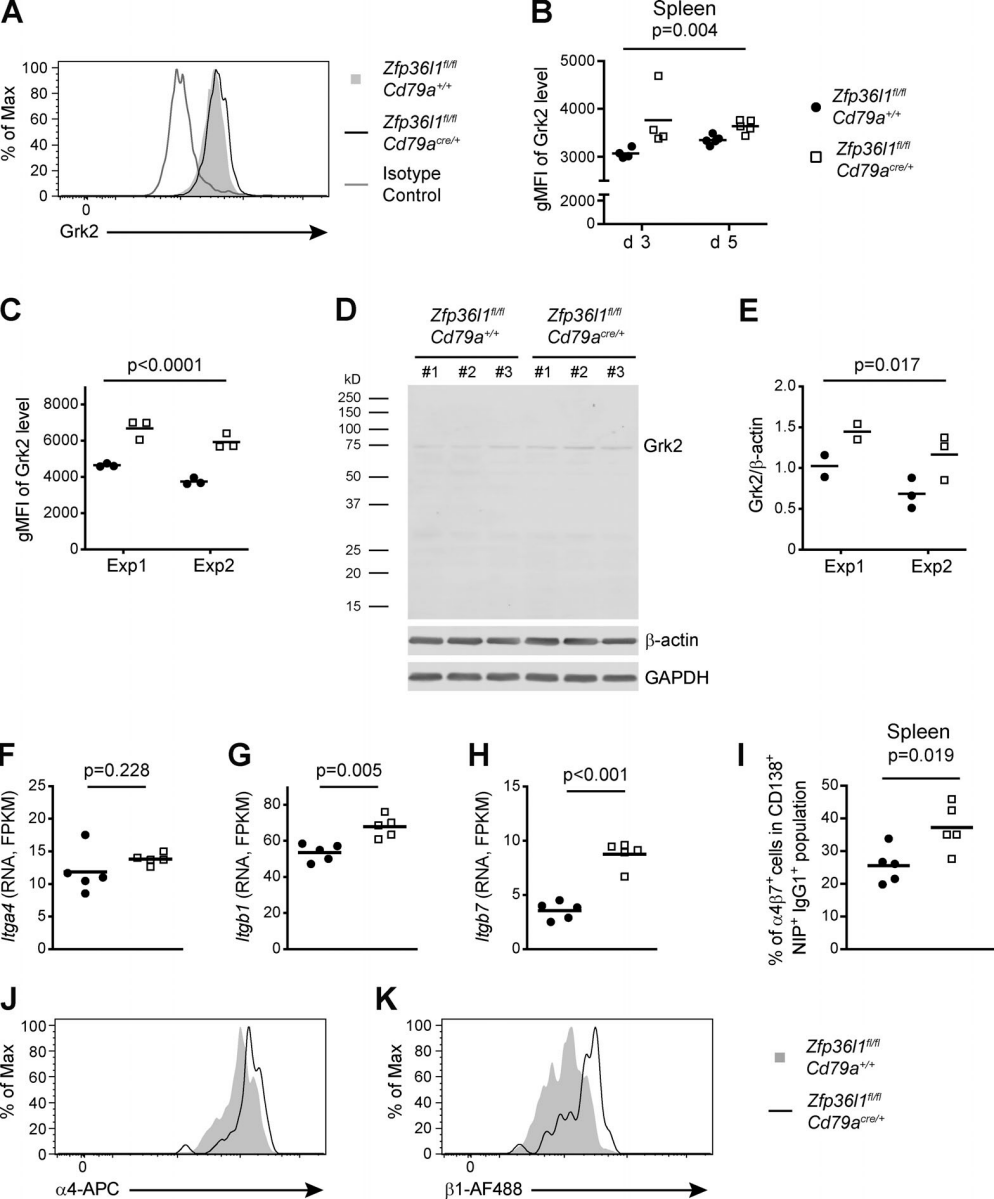
**GRK2 abundance is increased in NP-specific splenic ASCs in *Zfp36l1^fl/fl^CD79a^Cre/+^* mice.** **(A)** An overlay of representative flow cytometry plots gated on CD138^+^NIP^+^IgG1^+^ cells from the spleens of *Zfp36l1^fl/fl^ CD79a^+/+^* and *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice analyzed at days 3 and 5 after reimmunization. Antibody against GRK2 used in these experiments was from Cell Signaling Technology and was used in combination with the secondary Alexa Fluor 647–conjugated donkey anti-rabbit IgG antibody. **(B)** A plot showing geometric mean fluorescent intensities (gMFIs) for GRK2 signal in the population of CD138^+^NIP^+^IgG1^+^ cells. Each symbol represents data from an individual mouse, and lines represent means. Data are from independent experiments performed in confirmation of Fig. 4 F (*n* ≥ 4 per experiment; two-way ANOVA; the P value shown is for the main genotype effect). **(C)** A plot showing gMFIs for GRK2 signal in the population of CD138^high^B220^low^ cells differentiated in vitro. GRK2 was detected with antibody from OriGene followed by the secondary Alexa Fluor 647–conjugated donkey anti-rabbit IgG antibody. Each symbol represents data from an individual mouse, and lines represent means. Data are from two independent experiments (*n* = 3 per experiment; two-way ANOVA; the P value shown is for the main genotype effect). **(D)** Representative Western blot of total protein extracts of CD138^high^B220^low^ cells differentiated in vitro and sorted by a flow cytometer as described in Materials and methods. The upper panel shows the membrane incubated with antibody against GRK2, and the lower panels show the same membrane incubated with antibody against β-actin and against GAPDH. **(E)** A plot showing relative abundance of GRK2 as determined by a ratio of the signal for the band corresponding to GRK2 to the signal for β-actin (a comparable result was obtained with GRK2 signal normalized to that of GAPDH; data not shown). Each symbol represents data from an individual mouse, and lines represent means (*n* ≥ 2 per experiment; two-way ANOVA; the P value shown is for the main genotype effect). **(F–H)** Abundance of mRNA for the *Itga4* (F), *Itgb1* (G), and *Itgb7* (H) genes in LPS-activated B cells from *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice. Each symbol represents data from B cells of an individual mouse, and lines represent means. P values calculated with DESeq2 are adjusted by the Benjamini-Hochburg method. **(I)** Percentages of cells with a high integrin α4β7 surface abundance in the splenic populations of CD138^+^NIP^+^IgG1^+^ cells in *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice at day 14 following primary immunization. Each symbol represents data from an individual mouse, and lines represent means. Data are representative of at least two independent experiments (*n* = 5; the P value is for a Student’s *t* test). **(J and K)** An overlay of representative flow cytometry plots showing surface expression of the integrin chains α4 (J) and β1 (K) on CD138^+^NIP^+^IgG1^+^ cells from the spleens of *Zfp36l1^fl/fl^ CD79a^+/+^* (shaded histogram) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (black line) mice analyzed 42 d after immunization.

### Regulation of integrin expression on ASCs by ZFP36L1 at early and late stages of GC response

Integrins have been extensively documented to play an important role in the homing of cells to the BM. The integrin dimer α4β1 and its ligand VCAM-1 are thought to be dominant molecules as demonstrated for hematopoietic stem cells and B cells (Berlin-Rufenach et al., 1999; Koni et al., 2001; Leuker et al., 2001), while a requirement for the α4β7 dimer has also been reported (Katayama et al., 2004). We found that mRNA for the integrin chains α4, β1, and β7 was more abundant in ZFP36L1-deficient B cells (Fig. S4, F–H). 

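*Itgb7*, which encodes the integrin β7 chain (ENSMUSG00000001281, chromosome 15 of GRCm38, 102215995 to 102231944), rose from 3.56 ± 0.822 FPKM (SD, n = 5 mice) in control cells to 8.78 ± 1.19 FPKM (SD, n = 5 mice) in cKO cells. This is a log2 fold change of 1.3 (standard error 0.17, adjusted p = 0.00505 from limma). *Itgb1*, which encodes the β1 chain (ENSMUSG00000025809, chromosome 8, 128685654 to 128733200), was at 53.6 ± 4.76 FPKM in control and 67.9 ± 5.91 FPKM in cKO cells (SD, n = 5 mice each). Its log2 fold change of 0.34 (standard error 0.09) did not pass over all genes (adjusted p = 0.0744 from limma), although every cKO library lay above every control library (two-sided exact permutation test, p = 0.00794). *Itga4*, which encodes the α4 chain (ENSMUSG00000027009, chromosome 2, 79255426 to 79333123), was at 11.8 ± 3.39 FPKM in control and 13.8 ± 0.840 FPKM in cKO cells (SD, n = 5 mice each). Its log2 fold change of 0.26 (standard error 0.16) did not pass (adjusted p = 0.468 from limma, and p = 0.246 from the two-sided exact permutation test). Control replicate 5 was at 17.5 FPKM, above every cKO library (12.7 to 15.0 FPKM), and the other controls were at 8.54 to 11.7 FPKM, below them. *Itga4* did not pass in any fit without 1 library (log2 fold change 0.15 to 0.41, adjusted p 0.118 to 0.658 from limma).
Of 14 integrin chains tested, *Itgb7* rose and 13 did not pass, while *Itgb7*, *Itgb1* and *Itgb2* rose when adjusted over the list alone (median log2 fold change -0.03, whereas limma's camera tested upward with an adjusted p = 0.0848). *Itgb2*, which encodes the β2 chain, had a log2 fold change of 0.39 (adjusted p = 0.0527 from limma). Within the parts of high and low mitochondrial tRNA the log2 fold change was 1.37 and 1.18 for *Itgb7*, 0.34 and 0.35 for *Itgb1*, and 0.40 and 0.05 for *Itga4*. *Itgb1* passed with array weights (adjusted p = 0.0258 from limma) and, in a correction chosen after the data were seen, with GC content and length corrected (0.0231). *Itgb7* did not pass with libraries rescaled to TPM (adjusted p = 0.191 from limma) or with the replicate number as a block. The adjusted p over the alternatives was 0.0231 to 1.00 for *Itgb1* and 0.00331 to 0.191 for *Itgb7*.
The 3′ UTR of *Itga4* (chromosome 2, 79326616 to 79333123, plus strand, 6508 bp) holds 16 AUUUA and 2 UAUUUAU. The mouse sequence of Fig. 5 A, TACAATCATTTTTGTAGTATTTATTTCAT, lies at bases 79328122 to 79328150 and contains the first UAUUUAU. The 3′ UTR of *Itgb1* (chromosome 8, 128732089 to 128733200, plus strand, 1112 bp) holds 2 AUUUA and 1 UAUUUAU, which begins at base 1076, whereas the mouse sequence of Fig. 5 B, GAGCTTATTTTAC, begins at base 752 (128732840 to 128732852). The 3′ UTR of *Itgb7* (chromosome 15, 102215995 to 102216159, minus strand) is 165 bp long and holds 0 AUUUA.

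**Figure D3:**
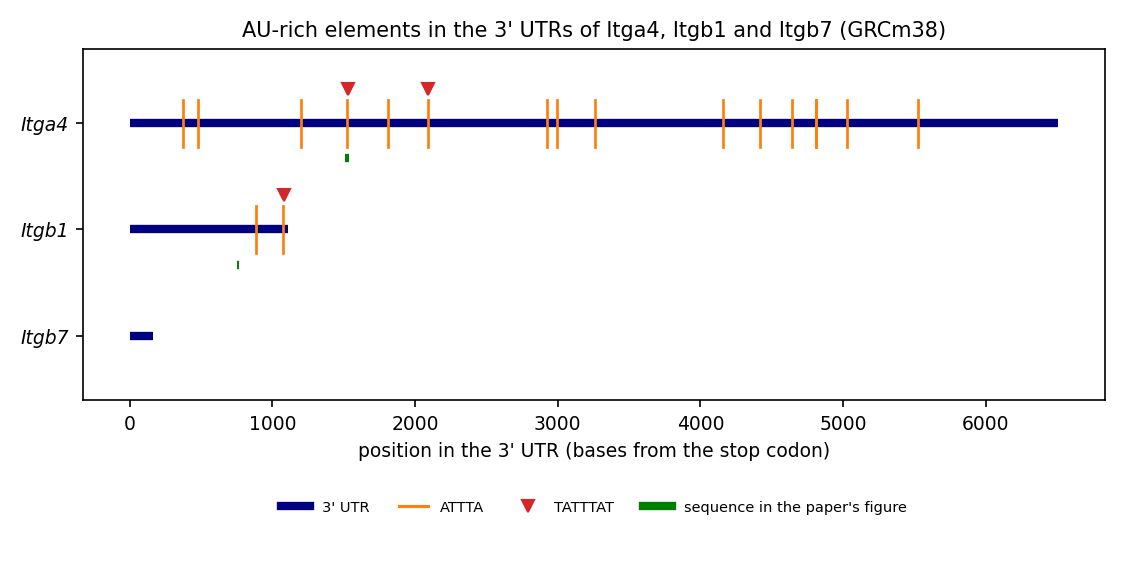
Map of the 3′ UTRs of *Itga4*, *Itgb1* and *Itgb7*, drawn to scale in bases from the stop codon, with ATTTA as orange ticks, TATTTAT as red triangles and the mouse sequences of Fig. 5, A and B as green bars. The bar of *Itga4* begins at base 1507 and covers the TATTTAT at base 1524.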

The transcripts for the α4 and β1 chains were also identified by iCLIP analysis as bound by ZFP36L1 at highly conserved regions of their 3′ UTRs (Fig. 5, A and B); however, binding to the β7 mRNA was undetectable, suggesting an indirect regulation of the β7 chain by ZFP36L1.

**Figure 5.**
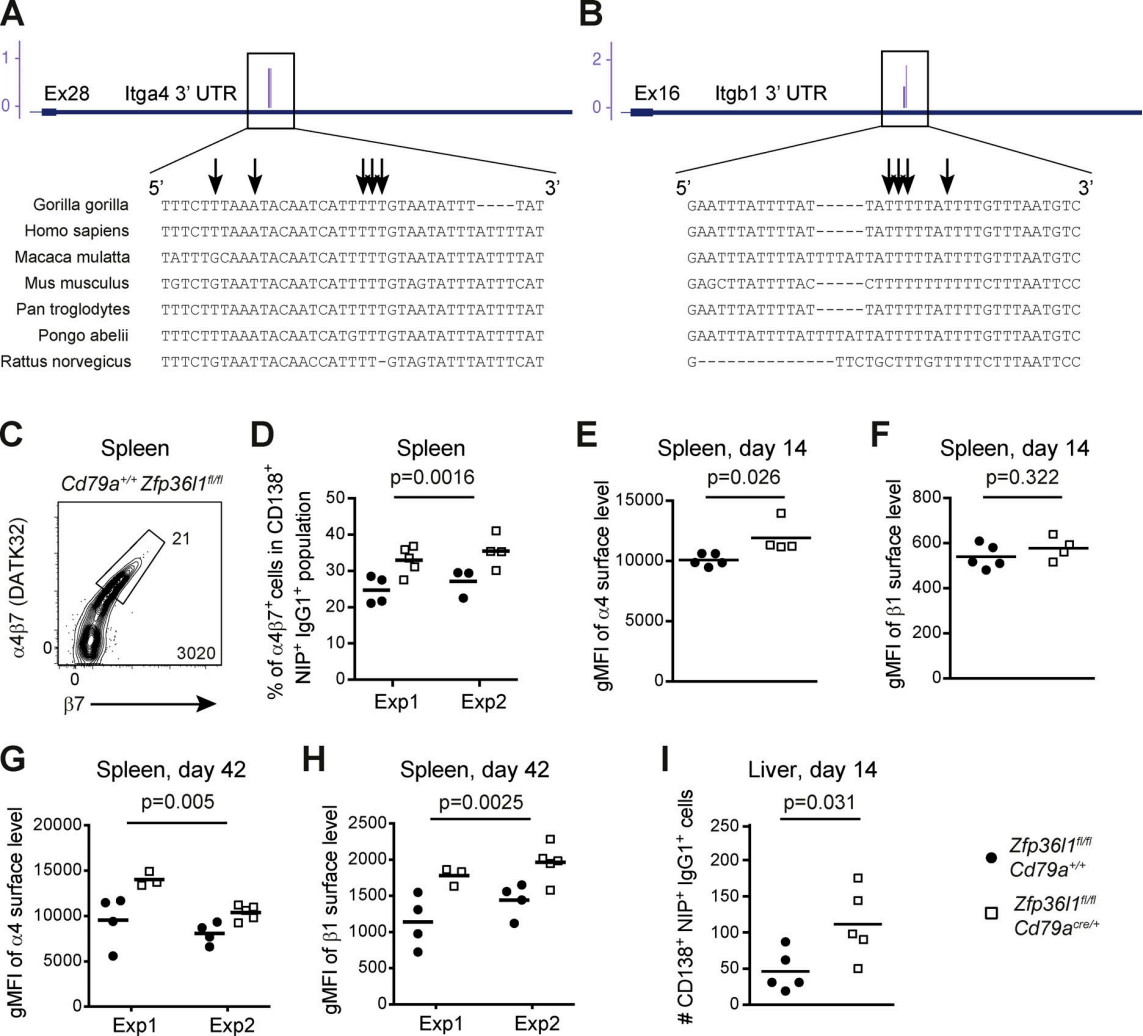
**Increase in the surface expression of the integrin chains α4 and β1 on splenic ASCs in *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice becomes more pronounced on ASCs generated late in the immune response and is associated with a partial retention of ASCs in the liver.** **(A and B)** Conservation of the sequence surrounding cross-linked nucleotides in the 3′ UTRs of the *Itga4* (A) and *Itgb1* (B) transcripts among a selection of primates and rodents. Cross-linked nucleotides were visualized using the UCSC Genome Browser (http://genome.ucsc.edu). In the gene diagram, the blue boxes denote exons, the thinner lines denote 3′ UTRs, and the thin lines show introns. Arrows identify nucleotides cross-linked to ZFP36L1. **(C)** Representative flow cytometry plot gated as in Fig. 1 D on CD138^+^NIP^+^IgG1^+^ cells from the spleen of *Zfp36l1^fl/fl^ CD79a^+/+^* mice at day 4 after reimmunization. The number close to the enclosed area shows the percentage of α4β7-high NP-specific ASCs and the number in the bottom right corner shows the number of cells in the plot. **(D)** Percentages of cells with a high α4β7 surface abundance in the splenic populations of CD138^+^NIP^+^IgG1^+^ cells in *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice at day 4 following reimmunization (*n* ≥ 3; two-way ANOVA; the P value shown is for the main genotype effect). **(E–H)** Plots showing geometric mean fluorescent intensities (gMFIs) for the surface integrin α4 (E and G) and β1 (F and H) signals on the population of CD138^+^NIP^+^IgG1^+^ cells from the spleens of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice at day 14 (E and F) and day 42 (G and H) after primary immunization (*n* ≥ 3 per experiment; the P values are for a Student’s *t* test [E and F] or for the main genotype effect in a two-way ANOVA on logarithmically transformed data [G and H]). Where it is not indicated otherwise data are representative of at least two independent experiments. Exp, experiment. **(I)** Enumeration of CD138^+^NIP^+^IgG1^+^ cells (gated as eFluor780^−^TCRβ^−^CD138^+^CD267^+^NIP^+^IgG1^+^ cells) in the livers of *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice at day 14 after primary immunization; the numbers of CD138^+^NIP^+^IgG1^+^ cells are calculated for whole livers. For all plots in all panels, each symbol represents data from an individual mouse, and lines represent means (the P value is for a Student’s *t* test; *n* = 5; data pooled from two independent experiments).

We consistently detected an increased number of CD138^+^NIP^+^IgG1^+^ ASCs with a high surface level of the α4β7 dimer in the spleens of Zfp36l1 cKO mice (Fig. 5, C and D; and Fig. S4 I). As expected, the α4 integrin chain was elevated on ZFP36L1-deficient ASCs 14 d after immunization (Fig. 5 E), but we observed no difference in expression of the β1 chain (Fig. 5 F). The latter finding was somewhat perplexing, and we hypothesized that regulation of the integrin chain β1 by ZFP36L1 becomes apparent later in the immune response. Indeed, analysis of the β1 surface level on splenic NP-specific ASCs in *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice at day 42 demonstrated a modulation of its expression by ZFP36L1 (Fig. 5 H and Fig. S4 K), as was the case for the integrin α4 chain (Fig. 5 G and Fig. S4 J). Thus, ZFP36L1 limits surface levels of the integrin chains α4, β1, and β7 on splenic ASCs, with regulation of the β1 chain becoming obvious only later in the response.

VCAM-1 and fibronectin, ligands for the α4β1 and α4β7 dimers, can be detected in the red pulp (Lu and Cyster, 2002; Liakka and Autio-Harmainen, 1992), potentially contributing to retention of splenic ASCs with aberrantly high surface expression of these integrins. Furthermore, because blood from the spleen flows into the hepatic portal vein and through the liver, such CD138^+^NIP^+^IgG1^+^ cells may also adhere more strongly to the endothelial cells lining the blood vessels and enter the liver. To explore this possibility, we enumerated NP-specific ASCs in the livers of mice 14 d after immunization. The livers of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice showed a twofold increase in the number of CD138^+^NIP^+^IgG1^+^ cells compared with the livers of *Zfp36l1^fl/fl^ CD79a^+/+^* mice (Fig. 5 I), demonstrating that a higher expression of α4β1 and α4β7 dimers on the surface of splenic ASCs in Zfp36l1 cKO mice may further reduce their chances of successfully reaching the BM.

### Dynamic regulation of CXCR4 and integrin expression on ASCs during migration to the BM

As the degree of integrin β1 control by ZFP36L1 depends on the time point in the primary immune response when ASCs are generated (Fig. 5, F and H), we hypothesized that expression of this integrin can increase progressively with maturation of the GCs. To test this hypothesis, we simultaneously analyzed mice that had an immune response lasting for 14 and 42 d (Fig. S5 A). Indeed, the surface abundance of the integrins α4 and β1 was higher on splenic CD138^+^NIP^+^IgG1^+^ ASCs recovered 42 d after immunization than on ASCs recovered at day 14 (Fig. 6, A and B; and Fig. S5, C and D).

**Figure S5.**
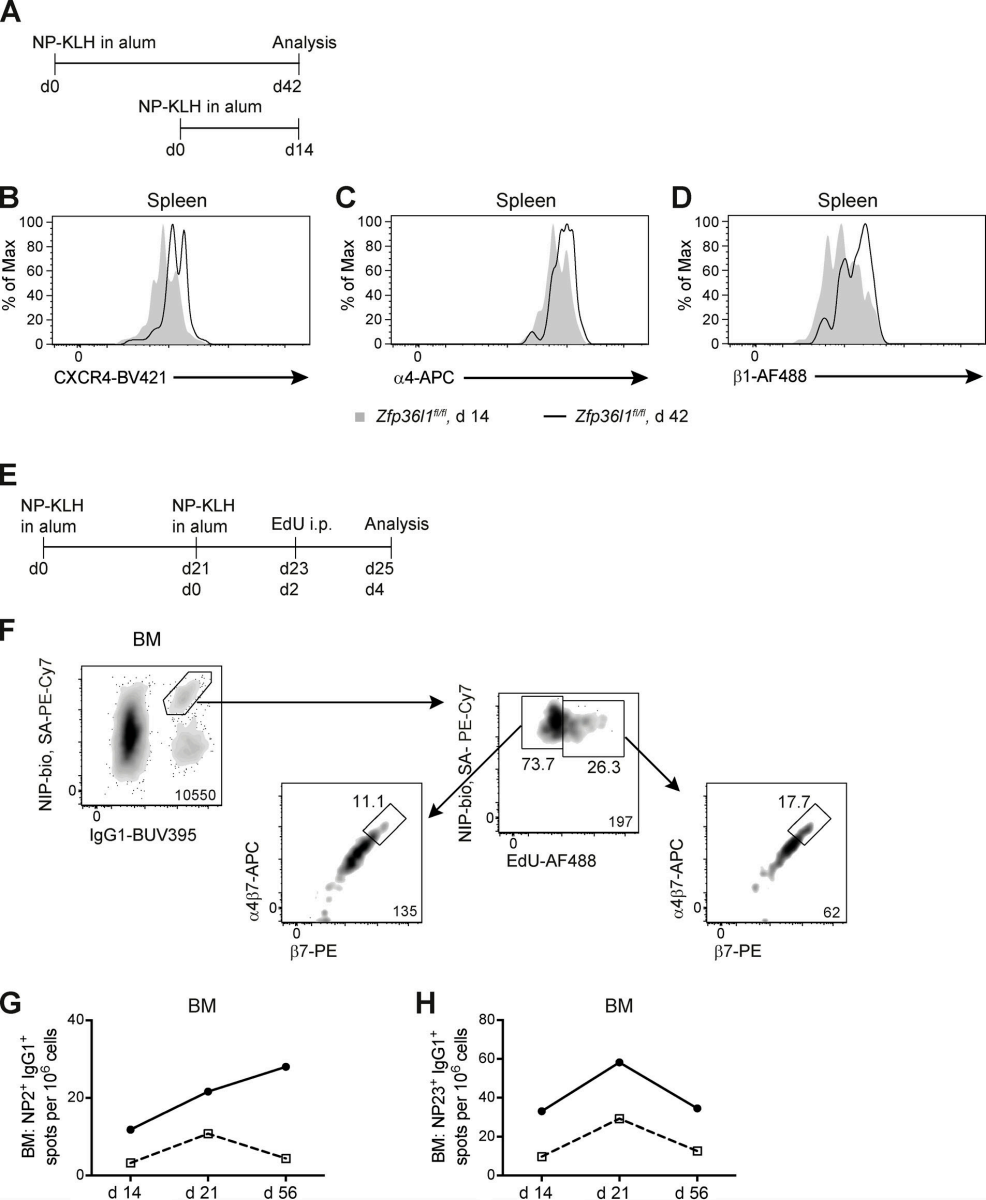
**Dynamic regulation of the integrin chains α4, β1, and β7 and of CXCR4 on ASCs.** **(A)** Schematic representation of the experimental setup for comparison of NP-specific ASCs generated at different times during the immune response. **(B–D)** An overlay of representative flow cytometry plots showing surface expression of CXCR4 (B) and of the integrin chains α4 (C) and β1 (D) on CD138^+^NIP^+^IgG1^+^ cells from the spleens of *Zfp36l1^fl/fl^* mice analyzed 14 d (shaded histogram) and 42 d (black line) after immunization. **(E)** Schematic representation of the experimental setup for pulse labeling of ASCs with EdU and detection of the newly arrived NP-specific ASCs to the BM. **(F)** Representative flow cytometry plots gated as in Fig. 1 D on CD138^+^NIP^+^IgG1^+^ cells and used for identification of the EdU-low and EdU-high NP-specific ASCs in the BM at day 4 following reimmunization. For all flow cytometry plots, the numbers next to the enclosed areas (gates) represent percentages of the cells falling into the gate, and the number in the bottom right corner shows the number of cells in the plot. Arrows denote the hierarchical relationship between the cell populations. **(G and H)** ELISPOT analysis of the BM in *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice for ASCs secreting anti-NP_2_ (high affinity) IgG1 antibody (G) and for ASCs secreting anti-NP_23_ (high and low affinity) IgG1 antibody (H). The data in Fig. 1, B and C are presented as lines connecting the means of groups for each time point for each genotype.

**Figure 6.**
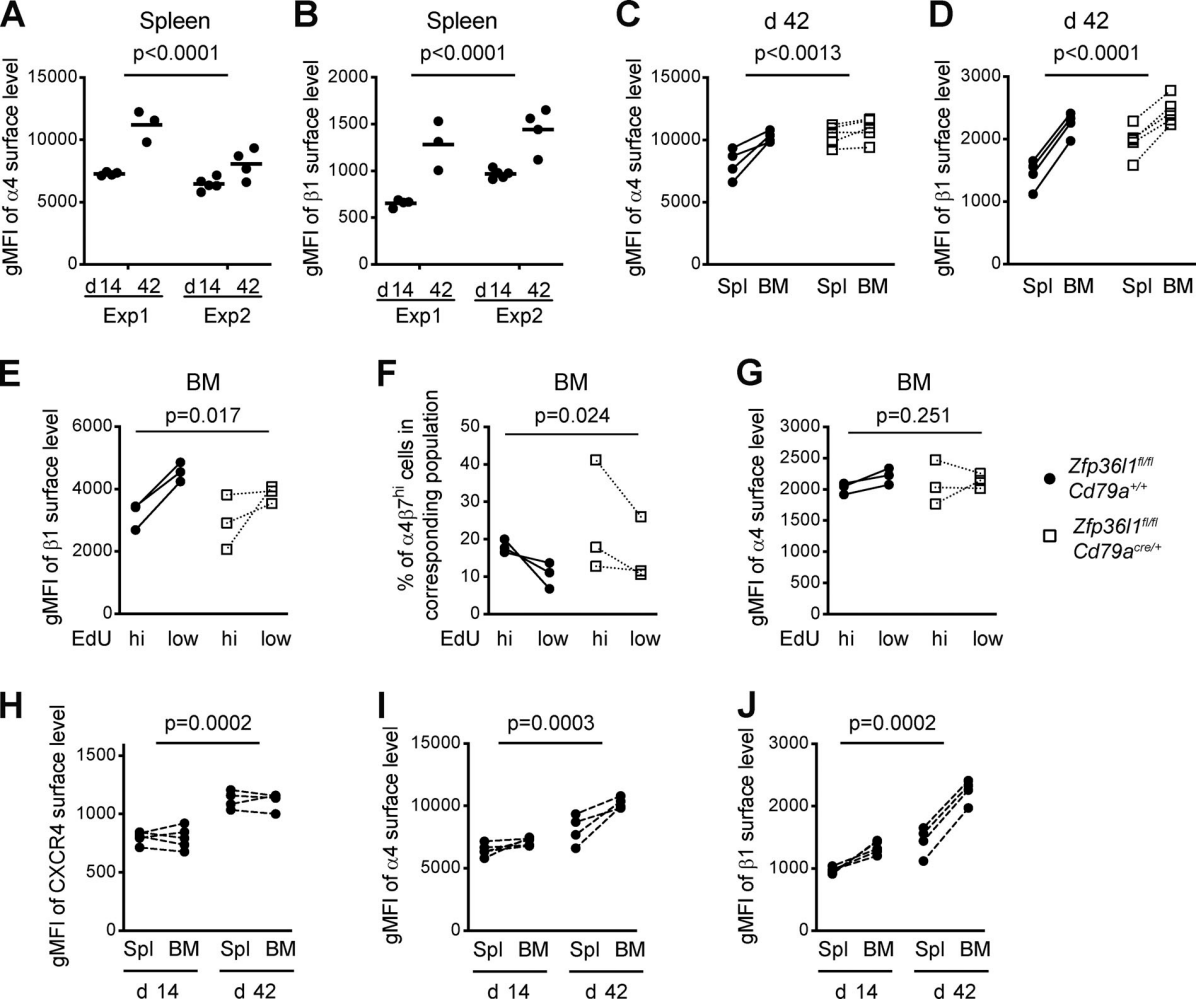
**BM CD138^+^NIP^+^IgG1^+^ cells display elevated levels of the integrins α4 and β1 on their surface compared with splenic CD138^+^NIP^+^IgG1^+^ cells from the same animal.** **(A and B)** Plots showing geometric mean fluorescent intensities (gMFIs) for surface integrin α4 (A) and β1 (B) signals on the population of CD138^+^NIP^+^IgG1^+^ cells from the spleens of *Zfp36l1^fl/fl^ CD79a^+/+^* mice at days 14 and 42. The staining and analysis were performed on the same day with the same flow cytometer settings; the data for two independent experiments are shown (*n* ≥ 3 per experiment; two-way ANOVA on logarithmically transformed data; the P values shown are for the day factor). **(C and D)** Plots showing gMFI for surface integrin α4 (C) and β1 (D) signals on the population of CD138^+^NIP^+^IgG1^+^ cells from the spleens and BM of individual *Zfp36l1^fl/fl^ CD79a^+/+^* (closed circles) and *Zfp36l1^fl/fl^ CD79a^Cre/+^* (open squares) mice analyzed at day 42 (*n* ≥ 4; two-way ANOVA; the P values shown are for the organ factor). **(E–G)** Plots showing percentages of cells with a high α4β7 surface abundance (F) and gMFI for surface level of the integrin chains β1 (E) and α4 (G) among both EdU-high NP-specific ASCs and EdU-low NP-specific ASCs in the BM of mice of both genotypes at day 4 after reimmunization. Populations were identified as depicted in Fig. S5 F (*n* = 3; two-way ANOVA; the P value shown is for the factor “type of ASC”). **(H–J)** Plots showing gMFIs for CXCR4 (H) and for the surface integrin α4 (I) and β1 (J) signals on the population of CD138^+^NIP^+^IgG1^+^ cells from the spleen and BM of individual *Zfp36l1^fl/fl^ CD79a^+/+^* mice at day 14 and day 42 after primary immunization (*n* ≥ 4 per time point; two-way ANOVA; the P values shown are for the day factor). For all plots in all panels, each symbol represents data from an individual mouse, and lines represent means. Where it is not indicated otherwise, data are representative of at least two independent experiments. Exp, experiment; Spl, spleen; hi, high.

BM CD138^+^NIP^+^IgG1^+^ ASCs had greater surface expression of the integrins α4 and β1 than CD138^+^NIP^+^IgG1^+^ cells from the spleen of the same mouse independently of the genotype (Fig. 6, C and D). Regulation of integrin expression upon ASC transition to the BM was probed directly by pulse labeling developing ASCs with 5-ethynyl-2′-deoxyuridine (EdU) 2 d after reimmunization and analysis of BM cells 2 d later (Fig. S5 E). A population of newly immigrated EdU-high CD138^+^NIP^+^IgG1^+^ ASCs (Fig. S5 F) had a lower level of integrin β1 on the surface compared with that of the established EdU-low ASCs (Fig. 6 E). Interestingly, the α4β7 dimer displayed an opposite pattern of surface expression (Fig. 6 F), while the levels of integrin α4 appeared to be largely unchanged (Fig. 6 G). Together, these results demonstrate that maturation of ASCs in the BM is associated with an increase in the surface integrin β1 and down-regulation of the α4β7 dimer. However, ZFP36L1 is not required for integrin regulation once the ASCs reach the BM (Fig. 6, E and F).

When comparing splenic and BM ASCs at days 14 and 42 after immunization, we observed that CXCR4 is more abundant on splenic CD138^+^NIP^+^IgG1^+^ ASCs prepared at day 42 than on BM ASCs recovered at day 14 (Fig. 6 H and Fig. S5 B), while these two ASC populations are remarkably similar as far as surface expression of the integrins α4 and β1 is concerned (Fig. 6, I and J). Given the prominent role that these molecules are thought to play in guiding an ASC to its survival niche, these observations suggest a possible explanation for the substitution of NP-specific ASCs established in the BM early in the response with the newly immigrated ASCs generated at more advanced stages, the latter being enriched for clones secreting high-affinity antibody. Consistent with the greater control that ZFP36L1 exerts over expression of the integrins α4 and β1 in ASCs formed later in the immune response (Fig. 5, G and H), accumulation of ASCs in the BM of control and Zfp36l1 cKO mice followed different patterns for the high- and low-affinity clones (Fig. S5, G and H). Taken together, these data show that surface expression of the integrin chains α4, β1, and β7 on ASCs undergoes dynamic changes as ASCs migrate from the spleen to the BM. However, their expression on splenic ASCs has to be tightly regulated by ZFP36L1 to facilitate their homing to the BM, especially at the late stages of the primary immune response.

## Discussion

While ZFP36L1 was previously reported to be required for the localization and survival of MZ B cells, it is thought to do so mainly through control of transcription factors such as IRF8 and KLF2, which, when elevated, impose FoB cell–like properties on MZ B cells (Newman et al., 2017). In the present study, ZFP36L1 is shown to directly limit the abundance of GRK2 and of the integrins α4 and β1 in splenic ASCs by binding and restricting levels of their mRNAs. Increased GRK2 results in impaired migration toward S1P and, as a consequence, defective egress of ASCs from the spleen. At the same time, elevated surface expression of integrins α4, β1, and β7 is associated with increased retention of ASCs in the liver and likely contributes to their delayed exit from the spleen. We found that ASC arrival to the BM is accompanied by reduced surface expression of the α4β7 dimer and increased α4 and β1 integrins, presumably reflecting processes leading to eventual lodgement of an ASC in the BM niche. However, as the phenotype of Zfp36l1 cKO mice demonstrates, a premature increase in α4β1 surface abundance and an abnormally high level of α4β7 led to enhanced retention of transitory ASCs in the liver and presumably other sites of VCAM-1, MAdCAM-1, and fibronectin expression.

The integrin dimer α4β1 is thought to be the principal guidance receptor for homing to the BM. However, a role for the α4β7 integrin in this process has also been suggested by transplantation experiments using α4β7-blocking antibody or β7-deficient hematopoietic stem cells (Katayama et al., 2004; Murakami et al., 2016). Furthermore, findings in mice with B cell–specific deletion of the transcriptional factor KLF2 indirectly implicated the α4β7 integrin in ASC migration. In these mice, FoB cells have reduced expression of the α4β7 integrin, and they respond to a T cell–dependent antigen by generating a normal number of splenic ASCs, yet these do not accumulate in the BM (Hart et al., 2011; Winkelmann et al., 2011). While we consistently found an increase in surface expression of the β7 integrin on ZFP36L1-deficient ASCs, we did not detect an increase in KLF2 abundance (data not shown). These observations suggest that in ASCs, KLF2 is not limiting as far as transcription of the β7 integrin is concerned, and other transcriptional factor(s) must be involved.

The reported requirement for strict temporal control of gene expression by ZFP36L1 is in close accord with the mechanism described for enforcement of quiescence by ZFP36L1 and its paralogue ZFP36L2 during the pre–B cell receptor checkpoint (Galloway et al., 2016). In both developmental transitions, demands for a prompt and reversible modulation of gene expression seem to have rendered posttranscriptional regulation superior from an evolutionary perspective to control mediated bytranscriptional factors. The evolutionary advantage for strict control of integrin α4β1 expression by ZFP36L1 comes into sharp relief at later stages of the immune response, when splenic ASCs display increased expression of the α4 and β1 chains compared with ASCs formed early in the GC reaction. Considering the likelihood that mature GCs predominantly produce ASCs secreting high-affinity antibody, the BM homing of such clones should be affected to a greater extent by ZFP36L1 deficiency than the homing of low-affinity clones is. This supposition agrees with our observation of different accumulation patterns for low-affinity and high-affinity ASCs in the BM of control and Zfp36l1 cKO mice.

The elevated expression of CXCR4 and the α4 and β1 integrin chains on ASCs formed late in the response offers a possible explanation as to why such cells might have a competitive edge when it comes to displacement of ASCs already established in the BM niche, a mechanism suggested for affinity maturation in the BM ASC compartment (Radbruch et al., 2006). While at present the only evidence for displacement comes from the appearance of diverse ASCs in the blood of human subjects after vaccination (Odendahl et al., 2005), it is consistent with gradual accumulation and increase in the complexity of V gene mutations in BM ASCs after immunization with NP conjugated to a protein carrier from day 12 onward (Smith et al., 1997; Takahashi et al., 1998). Such a mechanism, however, has been difficult to conceptualize in molecular terms, since high-affinity ASCs lack an obvious means to convert the superior affinity of their receptor to their advantage as the maturation of ASCs leads to a reduction in surface Ig and its associated signal transduction components.

The temporal difference in the surface abundance of CXCR4 and of the α4 and β1 integrins described here circumvents this problem. It also suggests a shift in emphasis in the displacement process from one instructed by B cell receptor–mediated gene expression changes to one of stochastic nature, where probability of the successful event depends on relative levels of the key migratory molecules likely to be defined by maturation status of the GCs. Long-term ASCs of various specificities established in the BM during previously resolved infections are expected to have the highest surface abundance of CXCR4 and of the integrins α4 and β1; accordingly, they are less likely to be substituted by arriving ASCs with fresh specificities generated in the ongoing response. Such a model would also agree with recent work that demonstrated a tendency for the majority of BM long-term plasma cells to be generated late in the response and documented changes in gene expression by early and late GC B cells (Weisel et al., 2016). The study reported that, among other transcripts, CXCR4 mRNA is increased in late GC B cells, a difference that will have to be explored further as it may result from varying proportions of centrocytes and centroblasts in the GCs recovered at different stages of the response. The challenge for the future will be to establish which gene products and signaling pathways drive the difference in the surface phenotype of ASCs formed early and late in the immune response.

## Materials and methods

### Mice, immunization, and in vivo treatment

Mice on the C57BL/6 background were obtained by crosses of mice carrying the following alleles: *Zfp36l1*^*tm1.1Tnr*^ (Hodson et al., 2010), *CD79a*^*tm1(cre)Reth*^ (Hobeika et al., 2006), and *Tg(Fcer2a-cre)5Mbu* (Kwon et al., 2008). Mice carrying the targeted alleles were backcrossed with C57BL/6 mice for at least 10 generations and then intercrossed to generate experimental mice. Mice were bred and maintained in the Babraham Institute Biological Support Unit. Since the opening of this barrier facility in 2009, no primary pathogens or additional agents listed in the Federation of European Laboratory Animal Science Associations recommendations have been confirmed during health monitoring surveys of the stock holding rooms. Ambient temperature was ∼19–21°C, and relative humidity was 52%. Lighting was provided on a 12-h light:12-h dark cycle, including 15-min “dawn” and “dusk” periods of subdued lighting. After weaning, mice were transferred to individually ventilated cages with one to five mice per cage. Mice were fed CRM (P) VP diet (Special Diet Services) ad libitum and received seeds (e.g., sunflower, millet) at the time of cage cleaning as part of their environmental enrichment. All mouse experimentation was approved by the Babraham Institute Animal Welfare and Ethical Review Body. Animal husbandry and experimentation complied with existing European Union and UK Home Office legislation and local standards. All mice used experimentally were between 8 and 12 wk of age and were age and sex matched within experiments; although no sex-associated differences were observed in the results obtained, control mice were sex- and age-matched littermates negative for a Cre-carrying allele.

BrdU (Sigma) was administered at 0.8 mg/ml in drinking water containing 1% sucrose (Thermo Fisher Scientific) the day after reimmunization and for the duration of the secondary response. To label the cells with EdU (Thermo Fisher Scientific), the mice were injected i.p. with 1 mg EdU in 200 µl PBS 2 d after reimmunization. For primary immunization, mice were injected i.p. with 200 µl containing 100 µg NP-KLH (Biosearch Technologies) precipitated in alum (Universal Biologicals). For reimmunization, 50 µg NP-KLH was either precipitated in alum for BrdU- and EdU-labeling experiments or diluted in PBS before injection i.p.

### ELISPOT and ELISA

For ELISPOT, MultiScreen HA mixed cellulose ester plates (Millipore) were coated with NP_23_-BSA (Biosearch Technologies) or NP_2_-BSA (conjugated in-house) in PBS, washed, and blocked with complete medium before applying serially diluted cell suspensions and incubating overnight under 5% CO_2_ at 37°C in IMDM, 10% FCS, 2 mM GlutaMAX, and 50 µM 2-mercaptoethanol. Cells secreting anti-NP antibody were visualized with horseradish peroxidase–conjugated anti–mouse IgG1 antibody (SouthernBiotech) followed by an AEC staining kit (Sigma). The numbers of ASCs were quantified using Immunospot S6 Analyzer (Cellular Technology Limited). ELISA was performed essentially as described previously (Newman et al., 2017).

### Cell preparations and flow cytometry analysis

Preparation of cell suspensions from the spleen and BM and antibody staining for surface markers were performed essentially as described previously (Galloway et al., 2016). Erythrocytes in spleen samples were lysed by incubating cell suspensions for 30 s at room temperature in 1.5 ml ACK buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM Na_2_EDTA, pH 7.2–7.4). Lysis was stopped by adding 10 ml of RPMI-1640 (Sigma) and 5% FCS.

A full list of antibodies and other reagents is provided in Table S2. The antibody against GRK2 (OriGene) was labeled using an Alexa Fluor 647 Antibody Labeling Kit from Molecular Probes (Thermo Fisher Scientific) according to the manufacturer’s instructions. To stain for intracellular proteins, cells were first stained for surface markers, and fixable viability dye eFluor780 (eBioscience) was used to identify the cells with an intact plasma membrane. The cells were then fixed in BD Cytofix/Cytoperm (Becton Dickinson) on ice for 30 min, washed in BD Perm/Wash buffer, and either frozen at −80°C in 10% DMSO in FCS or stained overnight at 4°C in BD Perm/Wash buffer containing the corresponding antibody and NIP conjugated to biotin through BSA, followed by washing and staining for 40 min at 4°C with a mix of streptavidin conjugated to PE-Cy7 and anti-mouse IgG1 antibody. For identification of BrdU^+^ cells, the samples were stained for surface markers, then fixed and stained with NIP-biotin and IgG1 antibody followed by fixation and detection of BrdU with the FITC BrdU Flow Kit (Becton Dickinson) according to the manufacturer’s instructions. EdU incorporation was detected with the Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific). Staining with the antibody against aCasp3^+^ was performed overnight as described above. eFluor780^−^CD4^−^CD8^−^IgD^−^CD138^+^CD267^+^ cells that stained high for intracellular IgG1 but not for NIP were used as a reference population when identifying aCasp3^+^ cells among eFluor780^−^CD4^−^CD8^−^IgD^−^CD138^+^CD267^+^NIP^+^IgG1^+^ cells. The threshold for aCasp3^+^ cells was then verified against a similar threshold for GC B cells (Fig. S3 B). After staining, ∼5 × 10^6^ events were acquired on a Fortessa (Becton Dickinson) flow cytometer, and the data were analyzed using Flowjo software (Becton Dickinson).

To prepare liver lymphocytes, the blood from the liver was flushed by injecting PBS into the hepatic portal vein before collection of the organ. The livers were homogenized in gentleMACS (Miltenyi Biotec) using two cycles of a preset program for spleen. Cell suspensions were loaded onto a discontinuous Percoll gradient (37.5%/72%) and centrifuged at room temperature at 900× *g* for 20 min. The lymphocytes were collected from the interface, washed, and stained for surface markers including NK1.1, TCRβ, CD138, CD267, and CXCR4 as above. Before fixation, one tenth of the cell suspension was taken, washed, mixed with a defined number of AccuCount Beads (Spherotech), and acquired on a flow cytometer. Nine tenths of the cell suspension was fixed and stained for intracellular NIP and IgG1 and analyzed as above. The absolute number of CD138^+^NIP^+^IgG1^+^ cells in the whole sample before fixation was calculated on the basis of counts for TCRβ^+^ cells in the aliquot taken before fixation and in the aliquot that received complete staining.

Blood, taken by cardiac puncture, was collected into tubes containing 300 µl heparin sodium (1,000 U in 1 ml; Wockhardt UK Ltd). The volumes of collected samples were measured, and erythrocytes were lysed by incubating cell suspensions for 30 s in 4 ml ACK buffer twice; lysis was stopped each time by adding 40 ml RPMI 1640 (Sigma), 5% FCS. The cells were stained for surface markers including CD4, TCRβ, CD138, and CD267 as above. The samples were split into two aliquots and processed as described above for the liver samples. The absolute number of CD138^+^NIP^+^IgG1^+^ cells in 1 ml blood was calculated on the basis of counts for CD4^+^TCRβ^+^ cells in the aliquot taken before fixation and in the aliquot that received complete staining.

### Immunostaining of spleen sections

3–4-mm pieces of spleen were fixed in PLP (2% paraformaldehyde, 37.5 mM Na_2_HPO_4_, 75 mM L-lysine, and 10 mM NaIO_4_, pH 7.4) for 4 h at 4°C followed by washes in 30% sucrose in PBS overnight at 4°C. Tissue was frozen in O.C.T. compound on dry ice and sectioned on the cryostat (8 µm thick). Sections were air-dried overnight at room temperature and stored at −20°C. Before staining, the sections were rehydrated in PBS, 0.5% Tween20 and sequentially blocked with PBS, 2% BSA, 2% normal rat serum, and the Streptavidin/Biotin Blocking Kit (Vector Laboratories). Sections were stained in PBS containing 2% BSA, NIP, and antibodies against IgD, CD169 (MOMA-1), and IgG1 at 4°C overnight in a humidified chamber, followed by a 2-h incubation with streptavidin conjugated to Alexa Fluor 555. Slides were washed in PBS, 0.5% Tween20 and mounted in Vectashield Antifade Mounting Medium (Vector Laboratories). Images were acquired at 20× magnification using a Zeiss 780 point-scanning confocal microscope.

### Cell purification and cultures

FoB cells from peripheral and mesenteric LNs were isolated by negative selection. Single-cell suspensions were incubated with biotin-conjugated antibodies against CD5, CD43, Mac, and Ter119 and were then washed and incubated with streptavidin-conjugated magnetic beads (Dynabeads; Thermo Fisher Scientific). Purity of CD19^+^ cells (typically >95%) was confirmed by flow cytometry. For RNA-seq analysis FoB cells were cultured for 48 h in RPMI 1640 medium, 10% FCS, 2 mM GlutaMAX, 1 mM Na-Pyruvate, 50 µM 2-mercaptoethanol containing 10 µg/ml LPS, 10 ng/ml IL4, and 10 ng/ml IL5.

For quantification of GRK2 by Western blotting, FoB cells were purified from spleens essentially as above with the exception of additionally using biotin-conjugated antibodies against CD1d to deplete MZ B cells. Content of MZ B cells after such depletion was comparable between B cell preparations for splenocytes of both genotypes (typically 1–2%). Following culturing of B cells for 96 h with 3.5 µg/ml LPS, 10 ng/ml IL4, and 10 ng/ml IL5, eFluor780^low^CD138^high^B220^low^ cells were sorted using a BD FACSAria III or a BD FACSAria Fusion.

### Western blotting

Sorted CD138^high^B220^low^ cells were washed with PBS and lysed in RIPA buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1.0% Igepal CA-630 [NP-40], 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, and 2 mM EDTA) containing protease inhibitors (Sigma) for 10 min on ice. After debris was spun for 12 min at 20,000× *g* at 4°C, the protein content in the lysates was measured with a BCA Protein Assay kit (Pierce). Western blotting of 40 µg of protein for each sample and subsequent signal detection were performed essentially as described previously (Saveliev et al., 2009).

### In vitro migration

Transwell plates (pore size, 5 µm; Costar) were preincubated with chemotaxis buffer (RPMI 1640, 10 mM Hepes, and 1 mM glutaMAX) containing 0.4% BSA at 37°C for 1 h. Plasmablast-like cells obtained by culturing LN FoB cells (see Cell purification and cultures) for 96 h with 3.5 µg/ml LPS, 10 ng/ml IL4, and 10 ng/ml IL5 were washed three times with chemotaxis buffer containing 0.12% BSA and preincubated at 37°C for 50 min. 250 ng/ml CXCL12 (Peprotech) or S1P (Sigma) at 10 nM or 50 nM was added to the lower chamber, whereas plasmablast-like cells were added to the upper chamber (0.8 × 10^6^ cells/well). Cells were allowed to migrate for 3 h at 37°C through the transwell insert. Cells that had migrated into the lower chamber were collected, a defined number of AccuCount Beads (Spherotech) was added to the samples to allow quantification of cell number, and cells were stained with eFluor780 and antibodies against B220, CD138, CD267, and IgG1. The number of eFluor780^−^B220^low^CD138^high^CD267^+^ cells in each sample was quantified by flow cytometry analysis. Efficiency of migration was then expressed as the percentage of cells in the lower chamber as related to the number of identically gated cells in the input population.

### High-throughput sequencing and library preparation

RNA-seq libraries were prepared using an ARTseq Ribosome Profiling Kit (Epicentre; Illumina) according to the manufacturer’s instructions. LPS-activated B cells (see Cell purification and cultures) were treated with 100 µg/ml cycloheximide for 3 min immediately before preparation of cell extracts. 100-bp single-end sequencing of RNA-seq libraries was performed using the HiSeq2500 (Illumina). iCLIP libraries (Galloway et al., 2016) were prepared as described (Vogel et al., 2016).

### Bioinformatic analysis of RNA-seq data

Quality of sequencing data was assessed using FastQC. Reads aligning to ribosomal RNA and Ig loci were filtered out before the analysis. Reads were mapped to mouse genome (GRCm38) using Tophat2 (Kim et al., 2013). Reads aligning to genes were counted using HTSeq-count (Anders et al., 2015), and analysis of differentially expressed genes was performed using the DESeq2 (Love et al., 2014). Cuffnorm (Trapnell et al., 2010) was used to calculate fragments per kilobase of transcript per million mapped reads (FPKM) values. iCLIP sequencing data were visualized using genome assembly GRCm38 with the University of California Santa Cruz (UCSC) genome browser (Kent et al., 2002). GO term–enrichment analysis was performed with gProfiler (Raudvere et al., 2019). A list of genes with average FPKM value across all samples of at least 0.06 and at least one read in each sample was used as a background list of genes. Benjamini-Hochberg false discovery rate was used to correct for multiple testing, and only the terms containing 10–700 genes were considered. Where several significantly enriched terms are hierarchically related, the topmost term is presented in Fig. 4.

### Data availability

The RNA-seq data are available in the Gene Expression Omnibus database under the accession codes GSE146073 (transcriptome of ZFP36L1-sufficient and ZFP36L1-deficient FoB cells) and GSE78249 for the activated B cell iCLIP (Galloway et al., 2016).

### Statistical analysis

The test used and sample sizes are indicated in the figure legends. The Student’s *t* test used was an unpaired two-tailed test. When the variable displayed a very large range, the heterogeneous random errors were stabilized by logarithmic transformation of the data before analysis. All statistical analyses were performed using Prism 8.3.0 software (GraphPad). Statistical tests for data generated by high-throughput sequencing are described in Bioinformatic analysis of RNA-seq data.

### Online supplemental material

Fig. S1 shows representative flow cytometry plots of NP-specific GC B cells and a plot with their frequency, ratio of high-affinity NP antibody to NP antibody with all affinities in sera, serum dilutions required to reach a 50% inhibitory concentration, and enumeration of splenic ASCs. Fig. S2 shows representative flow cytometry plots for newly formed and established CD138^+^NIP^+^IgG1^+^ cells, frequencies of the newly generated CD138^+^NIP^+^IgG1^+^ cells, and representative images of splenic sections from immunized mice. NIP^+^IgG1^+^ cells in the spleens of *Zfp36l1^fl/fl^ CD79a^Cre/+^* mice tend to accumulate normally near venous sinuses and vessel-associated fibers in the red pulp. Fig. S3 shows representative flow cytometry plots used for identification of CD138^+^NIP^+^IgG1^+^ cells in the blood and for identification of aCasp3^+^ cells and a plot with frequencies of aCasp3^+^ CD138^+^NIP^+^IgG1^+^ cells obtained in an independent experiment. The approach used to set up a threshold for quantification of aCasp3^+^ cells among NP-specific ASCs. Fig. S4 shows representative flow cytometry plots for GRK2 signal and a plot with its quantification obtained in an independent experiment, plots with quantification of GRK2 abundance in in vitro–generated plasmablast-like cells and a representative Western blot, abundance of mRNA for the *Itga4*, *Itgb1*, and *Itgb7* genes, a plot with frequencies of α4β7^high^ CD138^+^NIP^+^IgG1^+^ cells, and representative flow cytometry plots for α4 and β1 signals. ZFP36L1-deficient splenic ASCs show an increased surface expression of the integrin chains α4, β1, and β7. Fig. S5 shows a schematic representation of the experiments for analysis of ASCs recovered in responses lasting for 14 and 42 d and for labeling of ASCs newly arrived to the BM, representative flow cytometry plots for CXCR4, α4 and β1 signals and those used for identification of EdU^+^ CD138^+^NIP^+^IgG1^+^ cells, and plots with enumeration of BM ASCs. Table S1 provides the details of differentially expressed genes between LPS-activated B cells from ZFP36L1 cKO animals and control animals. 

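Table S1 gives, for each gene that the paper calls differentially expressed in the activated FoB cells, its DESeq2 log2 fold change. It also marks genes whose transcripts were bound by ZFP36L1 in the iCLIP data, published earlier, that the paper used. In the FPKM values 271 of the 272 listed genes were tested, and 270 of these lay in the listed direction in cKO cells. Of these genes 134 passed the limma threshold, 68 that rose and 66 that fell, and 131 of them also changed over 1.5-fold. Among those that passed are *S1pr1*, *S1pr4*, *Itgb7*, *Klf2* and *Grk2*, which rose, and *Zfp36l1*, *Cxcl10*, *Irf7* and *Ifit1*, which fell. *Itgam*, an integrin chain of myeloid cells, is listed at 0.63 by the paper and had a log2 fold change of -0.45 here (adjusted p = 0.569 from limma), and *Scn4a* was not tested because it is listed at 0 in 1 library. The paper drew the list from the same libraries, so the shared directions are not independent evidence. The count that passed was 82 without control replicate 4, 64 without control replicate 6, 73 without cKO replicate 1 and 88 without cKO replicate 2. It was 87 and 58 with the filter relaxed or dropped, 40 with libraries rescaled to TPM and 10 with the replicate number as a block.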

Table S2 lists the antibodies and other reagents used in this study. Different patterns of accumulation in the BM for high- and low-affinity ASCs.

## Supplementary Material

Table S1 provides the details of differentially expressed genes between LPS-activated B cells from ZFP36L1 cKO animals and control animals.

Table S2 lists the antibodies and other reagents used in this study.

# Supplementary material for: Efficient homing of antibody-secreting cells to the bone marrow requires RNA-binding protein ZFP36L1
**Source:** J Exp Med. 2020 Dec 11;218(3):e20200504. doi: 10.1084/jem.20200504
**Supplement:** Table S2 — lists the antibodies and other reagents used in this study.

**Table S2: List of antibodies and other reagents used in the study**

| **Antigen and conjugation** | **Source and Isotype** | **Clone** | **Company** | **Cat. Number** |
| --- | --- | --- | --- | --- |
| β-actin | Mouse IgG1 | AC15 | Sigma | A1978 |
| IgG1-biotin | Goat | polyclonal | Southern Biotech | 1070-08 |
| IgG1-HRP | Goat | polyclonal | Southern Biotech | 1070-05 |
| CD4-BV605 | Rat IgG2a, κ | RM4-5 | BioLegend | 100548 |
| CD8-BV605 | Rat IgG2a, κ | 53-6.7 | BioLegend | 100744 |
| CD19-BUV737 | Rat IgG2a, κ | 1D3 | BD Biosciences | 564296 |
| CD38-PerCP-Cy5.5 | Rat IgG2a, k | 90 | BioLegend | 102721 |
| CD95-BV421 | Armenian Hamster IgG2, λ2 | Jo2 | BD Biosciences | 562633 |
| CD138-BV786 | Rat IgG2a, κ | 281-2 | BD Biosciences | 740880 |
| CD138-PE | Rat IgG2a, κ | 281-2 | BD Biosciences | 553714 |
| CD267-PE | Rat IgG2a, κ | ebio8F10-3 | eBiosciences | 12-5942-81 |
| B220-BUV737 | Rat IgG2a, κ | RA3-6B2 | BD Biosciences | 564449 |
| Bcl6-AF488 | Mouse IgG1, κ | K112-91 | BD Biosciences | 561524 |
| CXCR4-BV421 | Rat IgG2b, κ | 2B11/CXCR4 | BD Biosciences | 562738 |
| GAPDH | Rabbit | D16H11 | Cell Signaling Technology | #5174 |
| IgD-BV605 | Rat IgG2a, κ | 11-26c.2a | BioLegend | 405727 |
| IgG1-BUV395 | Rat IgG1, κ | A85-1 | BD Biosciences | 740234 |
| IgG1-APC | Rat IgG1, κ | X56 | BD Biosciences | 550874 |
| Irf4 eFluor450 | Rat IgG1, κ | 3E4 | eBiosciences | 48-9858-82 |
| Irf4-AF488 | Rat IgG1, κ | 3E4 | BioLegend | 646405 |
| Klf2-APC | Mouse IgG2b | 665333 | R&D Systems | IC5466A-025 |
| NK1.1-BUV395 | Mouse IgG2a, κ | PK136 | BD Biosciences | 564144 |
| TCRβ-PE | Armenian Hamster IgG2, λ1 | H57-597 | BD Biosciences | 553172 |
| aCasp3-AF647 | Rabbit | C92-605 | BD Biosciences | 560626 |
| Grk2 | Rabbit | polyclonal | OriGene | AP21131PU-N |
| Grk2 | Rabbit | polyclonal | Cell Signaling Technology | #3982 |
| α4β7-APC | Rat IgG2a, κ | DATK32 | BioLegend | 120607 |
| CD49d(α4)-APC | Rat IgG2b, κ | R1-2 | BioLegend | 103621 |
| CD29(β1)-AF488 | Armenian Hamster IgG2, λ1 | HM β1-1 | BioLegend | 102211 |
| β7-PE | Rat IgG2a, κ | FIB504 | BioLegend | 321203 |
| β7-FITC | Rat IgG2a, κ | FIB504 | BioLegend | 321213 |
| CD169-FITC | Rat IgG2a | MOMA-1 | Bio-Rad | MCA947G |
| IgD-AF647 | Rat IgG2a, κ | 11-26c.2a | BioLegend | 405708 |
| IgG1-BV421 | Rat IgG | RMG1-1 | BioLegend | 406615 |
| Rabbit IgG-AF647 | Donkey | polyclonal | Jackson ImmunoResearch | 711-605-152 |
| eFluor450  Isotype control | Rat IgG1, κ | eBRG1 | eBiosciences | 48-4301-82 |
| AF488  Isotype control | Rat IgG1, κ | RTK2071 | Biolegend | 400417 |
| AF647  Isotype control | Rabbit IgG1 | DA1E | Cell Signaling | 2985S |
| APC  Isotype control | Mouse IgG2b | 133303 | R&D Systems | IC0041A |
| Mouse IgG- IRDye® 800CW | Goat | polyclonal | Li-Cor | 926-32210 |
| Rabbit IgG- IRDye® 680RD | Goat | polyclonal | Li-Cor | 926-68071 |

| **Reagent** | **Source** | **Cat. Number** | **Application** |
| --- | --- | --- | --- |
| IMDM | Thermo Fisher Scientific | 31980-022 |  |
| RPMI-1640 | Sigma Aldrich | R8758 |  |
| Dimethyl sulfoxide | Sigma Aldrich | D2650 |  |
| Percoll | VWR | GE17-0891-02 |  |
| Dynabeads M-280 Streptavidin | Thermo Fisher Scientific | 11206D |  |
| Heparin sodium | Wockhardt UK Ltd |  |  |
| 4-Hydroxy-3-nitrophenylacetyl-Keyhole Limpet Hemocyanin (NP-KLH) | Biosearch Technologies | N-5060 |  |
| Alu-Gel-S suspension | Universal Biologicals | 12261.01 |  |
| AccuCount Blank Particles | Spherotech | ACBP-50-10 | FC |
| Alexa Fluor 647 Antibody Labeling Kit | Thermo Fisher Scientific | A20186 | FC |
| Fixable Viability Dye eFluor® 780 | eBioscience | 65-0865-14 | FC |
| BD Cytofix/Cytoperm^TM^ | BD Biosciences | 554714 | FC |
| BD Perm/Wash | BD Biosciences |  | FC |
| FITC BrdU Flow Kit | BD Biosciences | 559619 | FC |
| 5-bromo-2-deoxyuridine (BrdU) | Sigma Aldrich | B-5002 | FC |
| 5-ethynyl-2’-deoxyuridine (EdU) | Thermo Fisher Scientific | A10044 | FC |
| 4-Hydroxy-3-iodo-5-nitrophenylacetic acid (NIP)-BSA-biotin | Biosearch Technologies | N-1027 | FC |
| Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit | Thermo Fisher Scientific | C10632 | FC |
| DNase | Thermo Fisher Scientific | AM2238 | FC |
| Streptavidin - PE-Cy7 | Biolegend | 405206 | FC |
| Streptavidin - APC | Biolegend | 405207 | FC |
| OCT compound | Thermo Fisher Scientific | 12678646 | IF |
| Streptavidin/Biotin Blocking Kit | Vector Laboratories | SP-2002 | IF |
| Vectashield Antifade Mounting Medium | Vector Laboratories | H-1000 | IF |
| Streptavidin - Alexa Fluor™ 555 | Thermo Fisher Scientific | S-32355 | IF |
| Maxisorp ELISA plates | Nunc | 439454 | ELISA |
| NP(23)-BSA | Biosearch Technologies | N5050H | ELISA, ELISpot |
| Sigma Fast OPD | Sigma Aldrich | P9187 | ELISA |
| Streptavidin-HRP | Southern Biotech | 7100-05 | ELISA |
| MultiScreenHTS HA Filter Plate | Millipore, Watford, U.K. | MSHAN4510 | ELISpot |
| AEC Staining Kit | Sigma Aldrich | AEC101-1KT | ELISpot |
| CXCL12 | Peprotech | 250-20A | Migration |
| Sphingosine 1-phosphate (S1P) | Sigma Aldrich | 73914 | Migration |
| ARTseq Ribosome Profiling Kit | Epicentre, Illumina | RPHMR12126 | RNA-seq |

How the deposited data were processed for this re-analysis (not part of the article)

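RNA-seq of LN FoB cells activated for 48 h with LPS, IL4 and IL5 was compared between 5 control mice and 5 Zfp36l1 cKO mice, 1 mouse per library. Littermates without Cre served as controls in the paper. Genotypes and replicate numbers were taken from the sample labels, and every library was used.
The authors made the deposited FPKM values as follows. Reads on ribosomal RNA and Ig loci were removed, the remaining reads were mapped to GRCm38 with TopHat2 and FPKM per Ensembl gene were computed with Cuffnorm. The submitters' processing notes give version 2.0.12 for TopHat2 and 2.2.1 for Cuffnorm, and also name FastQC, Trim Galore, HTSeq 0.10.0 and DESeq2 1.10.1. In the paper, DESeq2 was run on counts from HTSeq, which the deposited FPKM do not hold, so no count model was used here. The Ensembl release and the scaling option of Cuffnorm are not given in the sources used here. Both sequencing lanes of each library were joined before mapping.
Totals of FPKM per library, from 3184607 to 6221240 in control mice (median 4416815) and from 2546467 to 5363004 in cKO mice (median 5330195), are not depths. They follow very short genes such as the mitochondrial tRNA gene *mt-Th*, and the 10 most abundant genes of each library take 36.5% to 59.5% of them. Read totals are unknown. The value of 1 read was recovered per library from genes under 0.3 FPKM, since low genes are listed at whole multiples of it, and gives the depth of each library relative to control replicate 1. The Spearman correlation between libraries, across genes, was 0.966 to 0.992.
Of 45507 genes, 14730 with a mean of at least 0.06 FPKM over the 10 libraries and a value above 0 in each library were tested, the paper's own background for enrichment. Each gene was fitted by genotype with limma (lmFit, then eBayes with a trend) on log2(FPKM + 0.1), with two-sided p adjusted by Benjamini-Hochberg and a threshold of 0.05. Counts of genes past a 1.5-fold change were also made, as in the paper. Single genes were also tested with a two-sided exact permutation test of the FPKM values, in which 5 mice against 5 give 252 arrangements and a smallest p of 0.00794.
The 40 gene lists were tested with limma's camera at its preset correlation of 0.01, and again with the correlation estimated, adjusted over the lists. The mean of each list per library was compared by an exact permutation test. The design, the gene lists and most alternatives were fixed before the data were examined, but after Table S1 had been read, and the test of genes near *Cd79a* was planned after the positions of Table S1 genes had been seen. Named genes are those of this RNA-seq that the paper names; the 10 genes of each direction with the largest log2 fold change among those past the threshold with a mean of at least 1 FPKM and no overlap between genotypes; and up to 4 members of each list with the smallest adjusted p. Also named are genes of Table S1 that were not tested or lay against its direction, and changed genes near *Cd79a*.
Coordinates and sequences come from GENCODE's GRCm38 annotation and genome. A position was found for 44666 genes and none for 841, 20705 genes have an annotated 3′ UTR, and 14640 tested genes have a GC value. ATTTA and TATTTAT were counted in the annotated 3′ UTR of 1 transcript per gene. A gene's odds of carrying TATTTAT were fitted by logistic regression with 3′ UTR length and GC content as covariates.
The alternatives were pseudocounts of 1 and 0.01, other filters on low values, median rescaling, rescaling to TPM, quantile normalization, array weights, robust eBayes, a stricter threshold of 0.01, the replicate number as a block and leaving out each library in turn. A correction of each library for transcript GC content and length (splines with 5 degrees of freedom) and a term for the split of the libraries by mitochondrial tRNA were added after the data were seen, as was a tally of the iCLIP marks over all tested genes of Table S1. Replicate numbers were not used as pairs, since neither the paper nor the labels say that a number marks a shared litter, batch or day. Genes were compared between the groups in 100 of the 126 ways to split the libraries into 5 against 5.
The test was tried on simulated data for this comparison over 14730 genes, in which it recovered 48%, 86%, 96% and 94% of 50 genes changed 1.5-, 2-, 3- and 4-fold and called 13 of 14530 unchanged genes. On simulated lists it called the 1 list shifted 1.5-fold and 0 of the other lists. Genes were simulated as independent of each other, so this does not show how often lists pass falsely where their genes vary together. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. The iCLIP reads that the paper used and its flow cytometry were not analysed here, and its GO enrichment was not repeated.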

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

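The tests of proliferation, of the gap in the interferon list and of single libraries over all named genes were chosen after the results were seen, as were the correction for GC content and the split of the libraries by mitochondrial tRNA.
Of 60 groups of 5 mice (30 genes in each genotype, those the paper names and those that changed most), 6 held 1 mouse far from the other 4, where chance gives about 1 in 20, and 5 of these mice were cKO replicate 3; over all 163 named genes, members of lists included, 26 of 326 groups did, 10 of them in cKO replicate 3 and 16 in other libraries. *Zfp36l2*, which encodes a close relative of ZFP36L1, was at 10.4 FPKM in cKO replicate 3 and at 5.02 to 6.36 FPKM in the other cKO libraries, and *Zfp36* was at 3.55 FPKM against 1.67 to 1.89. *Klf2* was at 12.8 FPKM against 4.91 to 6.56, *Cd79a* at 37.0 FPKM against 19.6 to 23.7, and *Tbx21* at 2.72 FPKM against 1.29 to 1.58. *Itgb7* was at 6.71 FPKM in cKO replicate 5 and at 8.94 to 9.63 FPKM in the other cKO libraries. Without cKO replicate 3, *Klf2* and *Tbx21* still rose, with log2 fold changes of 1.24 and 1.4.
Of 11 markers of FoB cells, which the paper does not report as a group, 6 rose in cKO cells and 5 did not pass (median log2 fold change 0.91), and 6 are also in Table S1, which was read before the list was fixed. Their mean was higher in each cKO library than in any control library (exact permutation test, p = 0.00794, or 0.106 adjusted over 40 lists). So was that of 14 markers of marginal zone B cells (exact permutation test, p = 0.00794 and 0.106, median 0.37). The marginal zone list had an adjusted p of 0.00359 from limma's camera and 0.301 with an estimated correlation. Of its markers 0 passed singly in limma, with 3 at an unadjusted p under 0.05. Higher list means are thus not limited to FoB markers. With the trend of GC content and length removed from each library, the FoB list passed limma's camera at its preset correlation (adjusted p = 2.3e-09). This decides little, since the list does not pass with an estimated correlation. Its median was 0.78 or more in every alternative, this correction among them, so GC content and length do not account for its rise alone. Nor does the mitochondrial tRNA split, since the lower of the medians within its parts was 0.85. Fewer dividing cells in the cKO cultures could leave more of a resting profile, and the median of the proliferation list, -0.013 over members that went both ways, decides nothing. An effect of ZFP36L1 loss on the resting program is a hypothesis that stays open, and the list did not pass with an estimated correlation (adjusted p = 0.301 from limma's camera).
Of 64 genes of the interferon response 25 fell in cKO cells and 39 did not pass (median -0.63), 29 are in Table S1, and the list did not pass with an estimated correlation (adjusted p = 0.313 from limma's camera). After the correction for GC content and length the list passed limma's camera at its preset correlation (adjusted p = 2.0e-32), which decides little for the same reason. Its median was -0.53 or lower in every alternative, this correction among them, so GC content and length do not account for the fall alone. Nor does the mitochondrial tRNA split, since the higher of the medians within its parts was -0.58. A varying interferon signal in single mice or cultures, whatever their genotype, may also give such a difference: list means stood at 0.53, 0.58 and 0.68 in control replicates 4, 5 and 6, where the immediate early genes were high too (0.36, 0.63 and 0.55), against -0.07 and 0.14 in control replicates 1 and 2 and -0.60 to -0.12 in cKO cells, and the gap of 0.05 (0.0476) between the lowest control library and the highest cKO library is smaller than this spread, so it cannot be told apart from an effect of genotype. Of 9 genes of interferons and their receptors 0 passed in limma, with 1 at an unadjusted p under 0.05, so the source of the signal is open.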

How the results depend on the processing

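The correction for GC content and length, the mitochondrial tRNA term and the iCLIP tally over all tested genes of Table S1 are tests chosen after the data were seen; all other alternatives were planned. *Zfp36l1* and the interferon and FoB marker lists kept direction and threshold in all 23 alternatives (log2 fold change -2.73 to -1.69, and medians of -0.75 to -0.53 and 0.78 to 1.02), the lists at camera's preset correlation and not with an estimated one (adjusted p = 0.313 and 0.301 from limma's camera), and *Itga4* never passed (0.15 to 0.41, adjusted p 0.101 to 1.00 from limma). From 9 to 16 lists passed. The odds ratios for iCLIP marks (0.591 to 1.85) and for genes near *Cd79a* (0.508 to 1.75) never passed. Where a result below changed, the cause was not tested. Rescaling to TPM divides each library by its FPKM total, which follows very short genes such as mitochondrial tRNAs and not depth. The 10 most abundant genes take 36.5% to 59.5% of this total, so a loss with this setting may reflect the scaling.
Of the 235 genes changed (114 rose, 121 fell; 169 past 1.5-fold, 75 and 94), the filter of a mean of 0.06 alone left 155 (68 fell; 108 past 1.5-fold, 52 fell) and no filter 108 (68, 40; 76, 44 and 32), with more genes tested. Rescaling to TPM gave 69 (28, 41; all past 1.5-fold). Array weights gave 397 (201, 196), and the GC correction 482 (304 rose; 127 rose past 1.5-fold). Median and quantile scaling each gave 182 that rose (quantile: 113 past 1.5-fold). A threshold of 0.01 left 47 (32, 15; 41, 27 and 14). Past 1.5-fold, 59 fell with a pseudocount of 1 and 55 with a mean of at least 1 FPKM.
Leaving out 1 library gave 93 to 212 genes (55 to 102 rose, 38 to 121 fell) and 77 to 165 past 1.5-fold (43 to 75 and 34 to 103), with the lowest counts without control replicate 6. Fewer samples were then tested.
*Adrbk1* did not pass with either relaxed filter (0.49 in both), rescaling to TPM (0.51), quantile normalization (0.46) or in 8 of 10 fits without 1 library (0.43 to 0.55 over all 10 fits). *Itgb7* did not pass with rescaling to TPM (1.24). *Itgb1* passed with array weights (0.39) and the GC correction (0.43). The odds ratio of TATTTAT in genes that rose (1.80) was 1.53 with a pseudocount of 1, 1.07 with rescaling to TPM and 1.48 to 2.75 without 1 library, and did not pass there without control replicates 4 or 6 or cKO replicate 4; in genes that fell (0.662) it was 0.587 and passed with a pseudocount of 1. Genes of Table S1 past the threshold (134) numbered 87 and 58 with the relaxed filters, 40 with rescaling to TPM and 64 to 122 without 1 library. The *S1pr1* percentile (26.6 and 40.7) was 5.29 and 25 among genes of at least 1 FPKM, 35.9 and 49.6 with the mean filter alone and 54.6 and 64.3 with no filter. Without 1 library it was 25.9 to 27.5 and 40.2 to 41.9. Other named genes and lists gave 4434 values, of which 4108 kept their side of the threshold, 224 lost and 102 gained it, and 0 reversed.
With the replicate number as a block (numbers 1, 2, 4 and 5), 11 genes were called, 1 that rose and 10 that fell, all past 1.5-fold, and 10 of Table S1. *Adrbk1* (0.41, adjusted p = 0.202 from limma; 0.0215 to 1.00 over the alternatives), *S1pr1* (1.47, 0.106; 0.00293 to 0.106) and *Itgb7* (1.20, 0.0922; 0.00331 to 0.191) did not pass. Libraries of a number deviate together for numbers 1, 2 and 5 (correlations of 0.164, 0.130 and 0.163, each over 0.1) but not for number 4 (-0.201), so the numbers were not taken as pairs, and no number has libraries that correlate best with each other. Too few genes were called to fit the motif or the iCLIP marks.
Depth limits low genes most: the shallowest library, control replicate 6 at 0.588 of control replicate 1, held 65 reads of *S1pr1*.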

Differences from the paper's values

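The correction for GC content and length and the mitochondrial tRNA term are tests chosen after the data were seen; the other alternatives were set before the data were examined.
The paper reports 272 differentially expressed genes past 1.5-fold at an adjusted p under 0.05 from DESeq2, and limma on FPKM gave 169 at the same nominal thresholds. Median rescaling (189), quantile normalization (192) and array weights (226) come within 1.5 times the paper's count, and the other 19 settings fixed beforehand do not. The GC correction (240) and the mitochondrial tRNA term (208), chosen after the values were seen, also do, and leave 105 and 117 of the paper's 272 genes without a call. The paper's list holds 134 genes that rose and 75 rose here. Median rescaling (102), quantile normalization (113) and array weights (98) come within 1.5 times, the other 19 settings fixed beforehand do not, and the GC correction, chosen after the values were seen, gives 127 and leaves 105 of the paper's genes without a call.
The log2 fold changes of Table S1 come from DESeq2, and whether they are shrunken toward 0, and so lie on another scale than those here, is not stated and was not tested. If they are shrunken, the paper's 1.5-fold cut and the 1.5-fold cut used here are not the same cut. For *Zfp36l1* the paper's log2 fold change is -1.27 in Table S1 and -2.56 here, and all 21 settings fixed beforehand differ from it (-2.73 to -1.69). For *S1pr1* the paper's value is 1.3 and 1.57 was found here. Values within the error of the paper's were found with rescaling to TPM (1.37), array weights (1.4), the replicate block (1.47) and without control replicates 1 (1.45) or 2 (1.53) or cKO replicates 3 (1.47) or 4 (1.48), and not in the other 14. For *Klf2* the paper's value is 1.09 and 1.46 was found here. Values within the error were found with a pseudocount of 1 (1.19), rescaling to TPM (1.36), array weights (1.19), the replicate block (1.18) and without control replicate 1 (1.32) or cKO replicate 3 (1.24), and not in the other 15. In ASCs without ZFP36L1 the paper found no increase in KLF2 abundance (data not shown there). The values here are mRNA of FoB cells activated for 48 h, another cell stage, and do not bear on ASCs.
Of the paper's 272 genes 134 passed here, and at most 167 did, with array weights or with the GC correction, which was chosen after the values were seen. *Itgam* is listed at 0.63 by the paper and was at -0.45 here. The paper states, with adjusted P values from DESeq2 on counts, that mRNA for the α4, β1 and β7 integrin chains was more abundant in ZFP36L1-deficient B cells. *Itgb7* rose here, while *Itga4* (log2 fold change 0.26, adjusted p = 0.468 from limma) and *Itgb1* (0.34, 0.0744) did not pass over all genes. The means of *Itga4* and *Itgb1* were 1.17-fold and 1.27-fold higher in cKO cells. In simulated data the limma test recovered only 48% of genes changed 1.5-fold, so a miss at such folds says little against a rise. *Itgb1* passed the exact permutation test (p = 0.00794), the limma test adjusted over the integrin list (0.00911), the fit with array weights (0.0258) and the GC correction chosen after the values were seen (0.0231; 0.0231 to 1.00 over the alternatives). The group means of these genes lie near those read by eye from Fig. S4, F to H, for example about 12 and about 14 FPKM for *Itga4*. The paper describes several AU-rich elements in the 3′ UTR of *S1pr1*, and 1 AUUUA and 0 UAUUUAU were found in its annotated 3′ UTR in GRCm38; the paper does not say which sequence it counted.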

Other observations

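The splits of the libraries for the TATTTAT motif and for genes near *Cd79a* are tests chosen after the first results were seen: they compare the 235 genes of lowest p in each split, which matches the number called.
Of 17 cell cycle inhibitors and quiescence genes, *Cdkn2d* (0.89), which encodes an inhibitor of CDK4 and CDK6, and *Klf2* rose and 15 did not pass (6 rose when adjusted over the list alone; median 0.27). Of 27 genes of B cell receptor signaling, *Cd79b* (0.62), a chain of the receptor, and *Malt1* (0.42), a protease of the NF-kB pathway, rose and 25 did not pass (7 rose and 1 fell when adjusted over the list alone; median 0.12). Of 15 B cell identity transcription factors, *Ets1* rose and 14 did not pass (2 rose when adjusted over the list alone; median 0.19), and of 14 markers of marginal zone B cells 0 passed in limma, with 3 at an unadjusted p under 0.05 (3 rose when adjusted over the list alone; median 0.37). Of 22 genes of MYC and ribosome biogenesis, *Odc1* (-0.46), the first enzyme of polyamine synthesis, fell and 21 did not pass (1 fell when adjusted over the list alone; median -0.19). The adjusted p of these 5 lists, in this order, was 4.1e-05, 3.7e-05, 2.0e-04, 0.00359 and 0.0143 from limma's camera, and with an estimated correlation the adjusted p was 0.390, 0.390, 0.508, 0.301 and 0.569. In limma *Malt1* did not pass without control replicates 1, 2, 4 or 6 or cKO replicates 1, 2, 3 or 5 (adjusted p 0.0645 to 0.123; 0.0103 to 1.00 over the alternatives), and *Odc1* did not pass without control replicates 1, 4, 5 or 6 or cKO replicates 1, 2, 3, 4 or 5 (adjusted p 0.0757 to 0.112; 0.0152 to 1.00 over the alternatives). In limma's camera the MYC list did not pass without control replicate 1 or cKO replicate 5 (adjusted p 0.0505 to 0.109; 0.000792 to 0.195 over the alternatives).
Other lists did not pass limma's camera. Of 22 genes of the ASC program, *Tent5c* (-1.14), which encodes a poly(A) polymerase of ASCs, fell and 21 did not pass (*Jchain*: -1.15, adjusted p = 0.0708 from limma), with an adjusted p of 0.216 from limma's camera for the list (3 fell when adjusted over the list alone). In limma *Tent5c* did not pass without control replicates 1, 4, 5 or 6 or cKO replicates 1, 4 or 5 (adjusted p 0.0538 to 0.0765; 0.0104 to 0.265 over the alternatives). Of 24 genes of T cell costimulation and antigen presentation *March1* rose, *Cd80* and *Tnfrsf8* (-1.45) fell and 21 did not pass (3 rose and 6 fell when adjusted over the list alone; 0.122 for the list from limma's camera, as for the values in parentheses that follow). Of 37 genes of proliferation *Ube2s* (0.68) and *E2f2* (0.65) rose and 35 did not pass (4 and 1; 0.107). Of 21 genes of class switching and somatic hypermutation *Xrcc5* (-0.37) fell and 20 did not pass (0 and 4; 0.138). Of 24 genes of apoptosis *Mlkl* (-1.34) fell and 23 did not pass (0 and 1; 0.629). Of 21 genes of cholesterol synthesis *Fdps* (0.42) rose and 20 did not pass (1 and 0; 0.0926). Of the 3 genes of the ZFP36 family tested *Zfp36l1* fell, while *Zfp36l2* (0.35, adjusted p = 0.409 from limma) and *Zfp36* (0.33, 0.540) did not pass (0 and 1; 0.751 for the list). In limma *Xrcc5* did not pass without control replicates 1, 2, 4 or 6 or cKO replicates 1, 4 or 5 (adjusted p 0.0536 to 0.0762; 0.0150 to 1.00 over the alternatives), and *Tnfrsf8* did not pass without control replicates 1, 4, 5 or 6 or cKO replicates 1, 2, 4 or 5 (adjusted p 0.0767 to 0.130; 0.0170 to 0.143 over the alternatives). *Irf8*, a transcription factor of B cells that the paper names, was at 316 FPKM in control and 427 FPKM in cKO cells (log2 fold change 0.45, adjusted p = 0.0641 from limma, n = 5 mice each).
Markers of other cell types were mostly low. Of 10 dendritic cell markers *Bst2* (-0.85), which is also induced by interferon, fell and 9 did not pass (1 rose and 4 fell when adjusted over the list alone; 0.122 for the list from limma's camera), of 4 stromal and endothelial markers *Kdr* (-1.15) fell and 3 did not pass (1 and 2; 0.641), and of 5 NK cell and innate lymphoid markers *Tbx21* rose and 4 did not pass (1 and 0; 0.326). In limma *Bst2* did not pass without control replicates 4, 5 or 6 or cKO replicate 1 (adjusted p 0.0527 to 0.0663; 0.00936 to 0.554 over the alternatives). In 16 lists, the marginal zone list among them, 0 of the 233 members passed in limma, with 48 at an unadjusted p under 0.05 (12 rose and 14 fell when adjusted over the list alone). The others, with their adjusted p from limma's camera, are 13 T cell markers (0.0739), 10 monocyte and macrophage markers (0.122), 4 erythroid and platelet markers (0.225), 10 B-1 cell markers (0.800), 14 germinal center B cell markers (0.867) and 1 granulocyte marker with no list test. They also include 25 genes of oxidative phosphorylation (0.0926), 22 of glycolysis (0.462), 17 immediate early genes (0.0935), 18 of the NF-kB pathway (0.437), 19 of Toll-like receptor signaling (0.743), 13 of the response to IL4 and IL5 (0.751), 26 of mRNA decay (0.633), 18 of the unfolded protein response (0.914) and 9 of interferons and their receptors (0.151). In the lists of proliferation, NK cells, B-1 cells, germinal center B cells, the ZFP36 family and the response to IL4 and IL5, the median, the mean and the direction of limma's camera differ in sign. The mean of the immediate early genes stood at 0.36, 0.63 and 0.55 in control replicates 4, 5 and 6 and between -0.52 and 0.04 in the other libraries.
The count of 235 genes changed is unlikely to come from a chance arrangement of the libraries. Of 100 splits of the libraries into 5 against 5, the real one included, 1 called as many, and the highest of the others called 2. The other splits mix the genotypes, so differences between genotypes add to their spread. The splits bear on the count and not on each gene, and they cannot exclude an unrecorded batch that follows genotype. For the 12 lists past limma's camera chance cannot be excluded, since 17 of the 100 splits put as many lists past the threshold, and the highest of the others put 18.
A hypothesis was that transcripts with the ZFP36 motif UAUUUAU rise when ZFP36L1 is lost. Of 107 genes that rose with an annotated 3′ UTR 37 carry TATTTAT (34.6%), against 3384 of 11523 genes that did not change (29.4%), an odds ratio of 1.80 (95% interval 1.14 to 2.86 from logistic regression with 3′ UTR length and GC content). Of 115 genes that fell 26 carry it (22.6%), the deleted *Zfp36l1* itself among them, an odds ratio of 0.662 (0.410 to 1.07). The interval above 1 meets the bound set for the hypothesis before the test. However, chance cannot be excluded, since 12 of 100 splits gave a p from this regression as small as the real 0.0125 for the genes that rose or fell, and the lowest of the others was 8.9e-07. The odds ratio did not pass with a pseudocount of 1 (1.53), with libraries rescaled to TPM (1.07) or without control replicate 4 (1.77), control replicate 6 (1.48) or cKO replicate 4 (1.59), so loss of decay through the motif may add to the rise but is left open, a reading made after the splits were seen.
In cKO mice DNA near the Cre allele of *Cd79a* (chromosome 7, 24897381 to 24902197) could differ from that of controls and change genes nearby. Within 10 Mb 4 of 272 genes tested changed (*Plaur*, *B3gnt8* and *Hcst* rose and *Ffar2* fell, genes named after their values were seen), against 231 of 14368 elsewhere, an odds ratio of 0.913 (95% interval 0.245 to 2.40; Fisher's exact test, p = 1), so no excess was found, and 47.0% of windows around other genes held as high a share. Among the splits of the libraries 61 of 100 put 4 or more genes there (highest of the others 9), which decides nothing further, since there was no excess to explain. *Cd79a* itself, of which 1 copy carries Cre in cKO mice, was at 37.6 FPKM in control and 25.2 FPKM in cKO cells (n = 5 mice each). Its log2 fold change of -0.56 did not pass (adjusted p = 0.206 from limma, and p = 0.0556 from the exact permutation test). The paper does list it as lower in cKO cells (-0.63, adjusted p = 1.2e-10 from DESeq2). Here cKO replicate 3 was at 37.0 FPKM and the other cKO libraries at 19.6 to 23.7 FPKM, so the miss does not show that *Cd79a* is unchanged.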
